# Decoupling the impact of microRNAs on translational repression versus RNA degradation in embryonic stem cells

**DOI:** 10.7554/eLife.38014

**Published:** 2018-07-25

**Authors:** Jacob W Freimer, TJ Hu, Robert Blelloch

**Keywords:** DDX6, microRNA, post-transcriptional regulation, translational regulation, embryonic stem cells, RNA stability, Mouse

## Abstract

Translation and mRNA degradation are intimately connected, yet the mechanisms that link them are not fully understood. Here, we studied these mechanisms in embryonic stem cells (ESCs). Transcripts showed a wide range of stabilities, which correlated with their relative translation levels and that did not change during early ESC differentiation. The protein DHH1 links translation to mRNA stability in yeast; however, loss of the mammalian homolog, DDX6, in ESCs did not disrupt the correlation across transcripts. Instead, the loss of DDX6 led to upregulated translation of microRNA targets, without concurrent changes in mRNA stability. The *Ddx6* knockout cells were phenotypically and molecularly similar to cells lacking all microRNAs (*Dgcr8* knockout ESCs). These data show that the loss of DDX6 can separate the two canonical functions of microRNAs: translational repression and transcript destabilization. Furthermore, these data uncover a central role for translational repression independent of transcript destabilization in defining the downstream consequences of microRNA loss.

## Introduction

Gene expression is determined through a combination of transcriptional and post-transcriptional regulation. While transcriptional regulation is well studied, less is known about how post-transcriptional events contribute to overall mRNA levels. Mammalian mRNAs display a wide range of half-lives ranging from minutes to over a day (Schwanhäusser et al., 2011). The wide range of mRNA stabilities are regulated by both intrinsic sequence features as well as the binding of regulatory factors such as microRNAs and RNA-binding proteins (Cheng et al., 2017; Hasan et al., 2014; Wu and Brewer, 2012). However, the identity and how such features and regulatory factors impact mRNA stability are not well understood.

One process that is intimately linked to mRNA stability is translation (Roy and Jacobson, 2013). Quality control mechanisms such as nonsense mediated decay, no go decay, and non-stop decay sense aberrant translation and lead to mRNA degradation (Parker, 2012; Shoemaker and Green, 2012). Translation initiation and elongation can also influence mRNA stability (Huch and Nissan, 2014). In yeast, inhibition of translation initiation through either 5’ cap binding mutants or drug treatment leads to accelerated mRNA decay (Chan and Mugler, 2017; Huch and Nissan, 2014; Schwartz and Parker, 1999). Conversely, treatment with cycloheximide, which blocks ribosome elongation, stabilizes mRNAs (Beelman and Parker, 1994; Chan and Mugler, 2017; Huch and Nissan, 2014). The mechanisms linking translation to mRNA stability are poorly understood.

MiRNAs are small, non-coding RNAs that bind to the 3’ UTR of their target transcripts to inhibit translation and/or induce mRNA destabilization (Fabian and Sonenberg, 2012; Jonas and Izaurralde, 2015). Whether they primarily impact translation or mRNA degradation has been intensely debated (Iwakawa and Tomari, 2015; Jonas and Izaurralde, 2015). The impact of miRNAs on the translation of endogenous transcripts has been measured using ribosome profiling, which measures the ratio of ribosome protected fragments to input mRNA (this ratio is termed translational efficiency). Simultaneous RNA-Seq and ribosome profiling experiments across a number of contexts show that miRNAs produce larger changes in mRNA levels than in translational efficiency, leading to the suggestion that mRNA destabilization is the dominant effect of miRNA repression (Eichhorn et al., 2014; Guo et al., 2010). However, in other studies, it has been suggested that miRNAs primarily inhibit translation. For example, in the early zebrafish embryo, ribosome profiling and RNA-Seq show that miRNAs induce translational repression without mRNA destabilization (Bazzini et al., 2012). Furthermore, experiments using miRNA reporters to examine the kinetics of miRNA repression suggest that translational repression precedes mRNA destabilization (Béthune et al., 2012; Djuranovic et al., 2012). These studies raise the question of whether translational repression is the direct mode of miRNA-driven suppression with mRNA destabilization being a secondary consequence. To resolve this question, it is important to genetically separate the two functions. However, despite extensive research, it is not known whether it is possible to decouple miRNA-induced translational repression and mRNA destabilization of endogenous transcripts in a cell where both occur.

The RNA-binding protein DDX6 and its yeast homolog DHH1 are DEAD box helicases that localize to P-bodies and stress granules. These proteins have been implicated in both translational repression and mRNA destabilization, suggesting that they may link these two processes (Coller and Parker, 2005; Presnyak and Coller, 2013). Tethering experiments in yeast that lack DCP2 or DCP1 demonstrate that DHH1 can repress translation upstream and independent of enhancing decapping (Carroll et al., 2011; Sweet et al., 2012). Tethering experiments in human cells demonstrate that DDX6 also represses translation (Kuzuoğlu-Öztürk et al., 2016). Furthermore, DDX6 binds to components of the decapping complex, but exactly how this impacts translation and mRNA stability is unclear (Ayache et al., 2015; Nissan et al., 2010; Tritschler et al., 2009). Additionally, through interactions with the CCR4-NOT complex and the decapping complex, DDX6 is thought to be involved in miRNA-mediated translational repression, but its exact role is not fully understood (Chen et al., 2014; Chu and Rana, 2006; Mathys et al., 2014; Rouya et al., 2014).

Here, we sought to understand how mRNA stability changes are linked to translation changes during early mammalian development. It has been suggested that up to 70% of the molecular changes during mouse embryonic stem cell (ESC) differentiation are due to post-transcriptional regulation (Lu et al., 2009). Therefore, we measured and analyzed changes in mRNA stability and translational efficiency during ESC differentiation. Surprisingly, we found that the vast majority of molecular changes during this transition are driven by transcriptional, not post-transcriptional mechanisms. However, within self-renewing ESCs there was a wide range of mRNA stabilities. These stability differences correlated with translation levels. We generated *Ddx6* KO ESCs to determine whether DDX6 links translation to mRNA stability. Unlike its yeast homolog, DDX6 did not appear to play a general role in linking the two. However, its loss did lead to the translational upregulation of miRNA targets with little associated changes in mRNA stability. The resulting cells looked phenotypically and molecularly similar to cells deficient for all miRNAs. Therefore, the loss of DDX6 is able to separate the two central functions of miRNAs: translational repression and mRNA destabilization. Furthermore, these data show miRNA-induced translational repression alone can recapitulate many of the downstream consequences of miRNAs.

## Results

### Transcriptional changes drive expression changes during the ESC to EpiLC transition

Previous work suggested that up to 70% of the molecular changes that occur during early ESC differentiation are due to post-transcriptional events (Lu et al., 2009). In that work, differentiation was induced by expressing a shRNA to Nanog in ESCs grown in LIF. These conditions are associated with a heterogeneous population of cells (Ivanova et al., 2006). To revisit this question, we turned to a reporter system and an optimized differentiation protocol that enables the homogenous differentiation of naive ESCs to formative epiblast like cells (EpiLC), which is representative of the transition from the pre- to post-implantation epiblast in vivo (Chen et al., 2018; Krishnakumar et al., 2016; Parchem et al., 2014) (Figure 1A). Using this system, we characterized the changes in mRNA expression, mRNA stability, and translation that occur during the transition. RNA-Seq showed 1890 genes significantly upregulated and 1532 genes significantly downregulated during the ESC to EpiLC transition (Figure 1B and F). Known naive markers were downregulated, while known primed markers were upregulated confirming robust differentiation (Figure 1—figure supplement 1A) (Boroviak et al., 2015).

**Figure 1.**
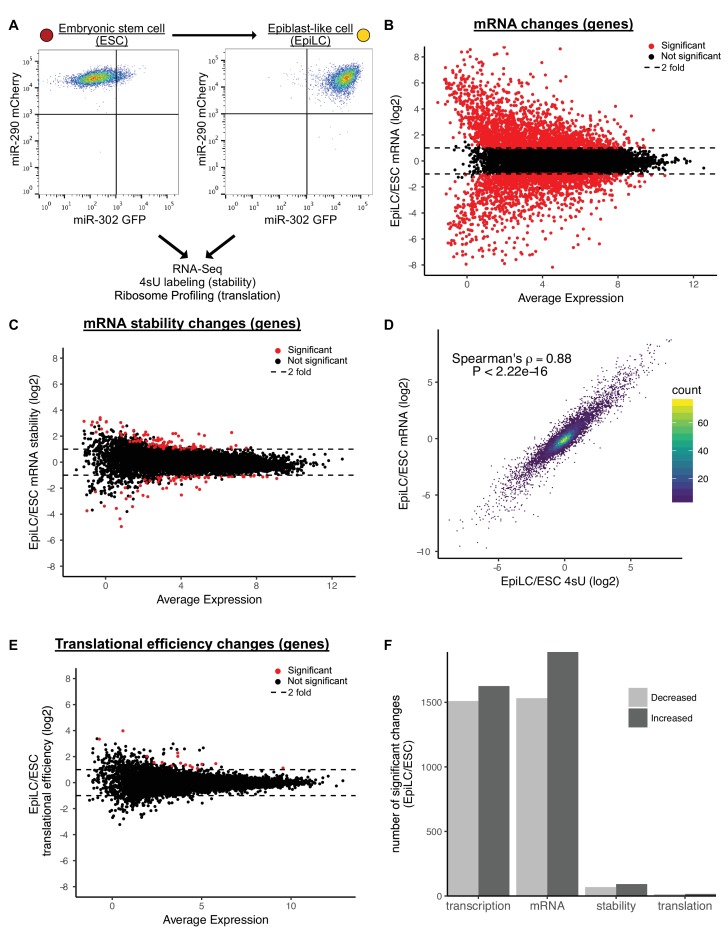
Transcriptional changes drive expression changes during the ESC to EpiLC transition. (**A**) Flow cytometry of the transition from naive embryonic stem cells (ESCs) (miR-302 GFP-, miR-290 mCherry+) to primed epiblast-like cells (EpiLCs) (miR-302 GFP+, miR-290 mCherry+). (**B**) MA plot of mRNA changes during the ESC to EpiLC transition. Significant changes are shown as red dots (Adjusted p value < 0.05 and |log2 fold change| > 1) in B, C, E. Dashed lines indicated a twofold change. (**C**) MA plot of mRNA stability changes during the ESC to EpiLC transition. (**D**) Correlation between changes in nascent transcription (4sU-labeled mRNA) and changes in mRNA levels during the ESC to EpiLC transition. The p value was calculated with correlation significance test. (**E**) MA plot of translational efficiency (TE) changes during the ESC to EpiLC transition. (**F**) The number of significant increases or decreases in transcription, mRNA levels, mRNA stability, and translational efficiency during the ESC to EpiLC transition. n = 3 for each ESC and EpiLC seq experiment. See also Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
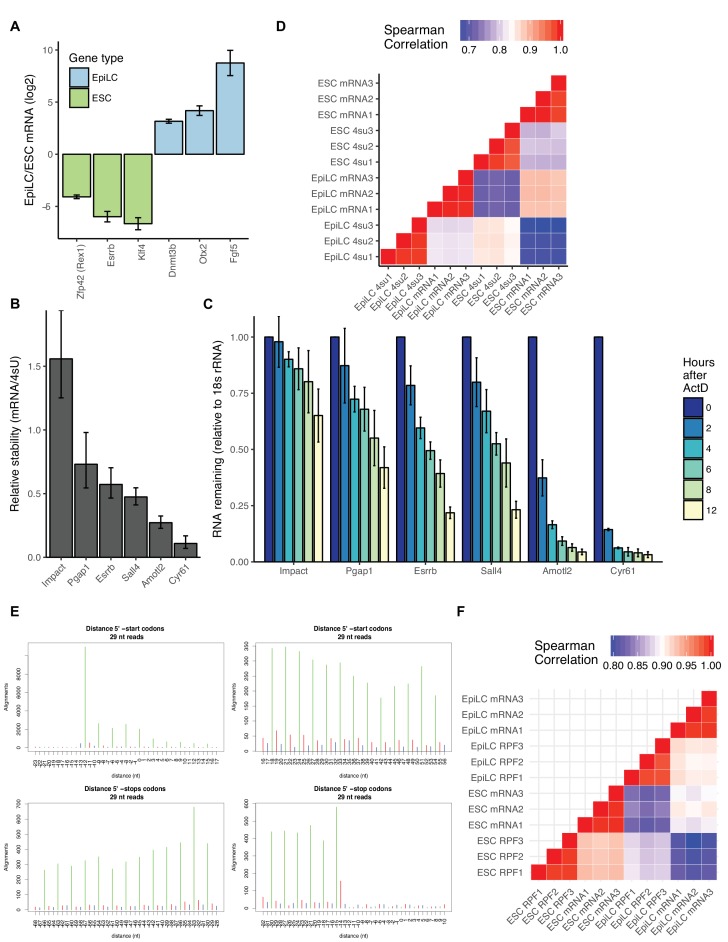
Validation of differentiation, mRNA stability measurements, and ribosome footprinting. (**A**) Change in expression of key naive and primed genes during the ESC to EpiLC transition based on RNA-Seq. Error bars represent 95% confidence interval. (**B**) Relative mRNA stability of candidate genes based on the ratio of mRNA/4sU. Error bars represent 95% confidence interval. (**C**) Validation of 4sU-Seq measured mRNA stabilities with RT-qPCR time course after blocking transcription with Actinomycin D. Values are normalized to 18S rRNA and their 0 hr timepoint. n = 3 for wild-type and n = 6 (3 replicates of each *Ddx6* KO line), error bars are standard deviation. (**D**) Spearman correlation of log2(counts per million) of ESC and EpiLC RNA-Seq and 4sU-Seq replicates. (**E**) Ribosome profiling shows characteristic phasing for ribosome protected footprints. (**F**) Spearman correlation of log2(counts per million) of ESC and EpiLC RNA-Seq and ribosome protected footprint (RPF) replicates. 10.7554/eLife.38014.004Figure 1—figure supplement 1—source data 1.Actinomycin D RT-qPCR data.RT-qPCR data for Actinomycin D time course (Figure 1—figure supplement 1C) for three individual replicates, average, and standard deviation. Data values are 2^-∆∆Ct^ normalized to 18S rRNA and 0 hr time point.

To separate the contribution of transcription versus mRNA stability to changing mRNA levels during the ESC to EpiLC transition, we used metabolic labeling with 4-thiouridine (4sU) (Dölken et al., 2008; Rabani et al., 2011; Windhager et al., 2012). To measure transcription, nascent transcripts were labeled with a 30-min 4sU pulse, biotinylated, pulled down with streptavidin, and sequenced (4sU-Seq). To measure mRNA stability, total RNA-Seq was performed in parallel and the ratio of nascent RNA to total RNA was used to calculate relative stabilities for each gene (Rabani et al., 2011). To validate these findings, a subset of genes spanning a range of stabilities were measured using an alternative method where transcription was blocked with actinomycin D and mRNA levels followed over a time course by RT-qPCR (Figure 1—figure supplement 1B and C). The relative stabilities predicted by the two approaches were highly correlated. Given that the 4sU-Seq approach avoids the secondary effects associated with blocking all transcription, we used those data for genome-wide analysis (Bensaude, 2011; Lugowski et al., 2018). Surprisingly, the 4sU/total mRNA data showed very few changes in mRNA stability between the ESC and EpiLC states (Figure 1C and F). This lack of changes was not because of noise among the replicates, as biological replicates were well correlated (Figure 1—figure supplement 1D).

The general lack of changes in mRNA stability suggested that transcription is the dominant regulator of the changing mRNA levels during the ESC to EpiLC transition. Indeed, fold changes in total mRNA levels correlated extremely well with fold changes in 4sU-labeled nascent transcripts (Spearman’s rho 0.88; p<2.22*10^−16^) (Figure 1D). Thus, nascent transcription, not mRNA stability, underlies the mRNA changes associated with the ESC to EpiLC transition.

Next, we asked whether changes in translation play an important role in the ESC to EpiLC transition. To measure translation of all genes, we performed ribosome profiling to collect Ribosome Protected Footprints (RPFs) and matched total mRNA (Ingolia et al., 2011). As expected, RPFs showed a strong three nucleotide phasing of reads that was not present in the mRNA samples, confirming the quality of the data (Figure 1—figure supplement 1E). We calculated translation using the ratio of RPF/mRNA, also known as translational efficiency (Ingolia et al., 2011). Global analysis showed very few changes in translational efficiencies between the ESC and EpiLC states (Figure 1E and F). Biological replicates were well correlated showing that the overall lack of changes is not due to noise between the replicates (Figure 1—figure supplement 1F). Therefore, like mRNA stability, there are few changes in translational efficiency in early ESC differentiation.

### There is a wide range of RNA stabilities which are positively correlated with translation in ESCs

Although there were minimal changes in mRNA stability during the ESC to EpiLC transition, there was a wide range of mRNA stabilities within ESCs. For example, between the 25th and 75th percentile of mRNA stability, there was a 3.2-fold difference in stability and between the top and bottom 1% of mRNA stability there was over a 64-fold difference (Figure 2A). To identify features that explain the range of mRNA stabilities observed, we performed multiple linear regression taking into account the following features that previous studies implicated in affecting mRNA stability: 3’ UTR length, 5’ UTR length, CDS length, 3’ UTR GC content, 5’ UTR GC content, CDS GC content, AU-rich elements (ARE), miRNA-binding sites, number of exons in the transcript, and upstream ORFs (Chan and Mugler, 2017; Cheng et al., 2017; Sharova et al., 2009). Combined, these features explained 25% of the variation in mRNA stability. To identify which features had the greatest impact on stability, we analyzed the correlation between each individual feature and mRNA stability (Figure 2B). 3’ UTR length had the greatest impact and was negatively correlated with mRNA stability (Spearman’s rho −0.3; p<2.22*10^−16^) (Figure 2C). To validate the impact of 3’ UTRs on mRNA stability, we used a dual reporter system that contains a control GFP for normalization and a RFP with a cloned endogenous 3’ UTR from 12 representative genes (Figure 2D) (Chaudhury et al., 2014). Flow cytometry analysis of cells expressing the reporter showed that the RFP/GFP ratio correlated well with the mRNA stability of the matching endogenous genes as measured by 4sU-Seq (Figure 2D).

**Figure 2.**
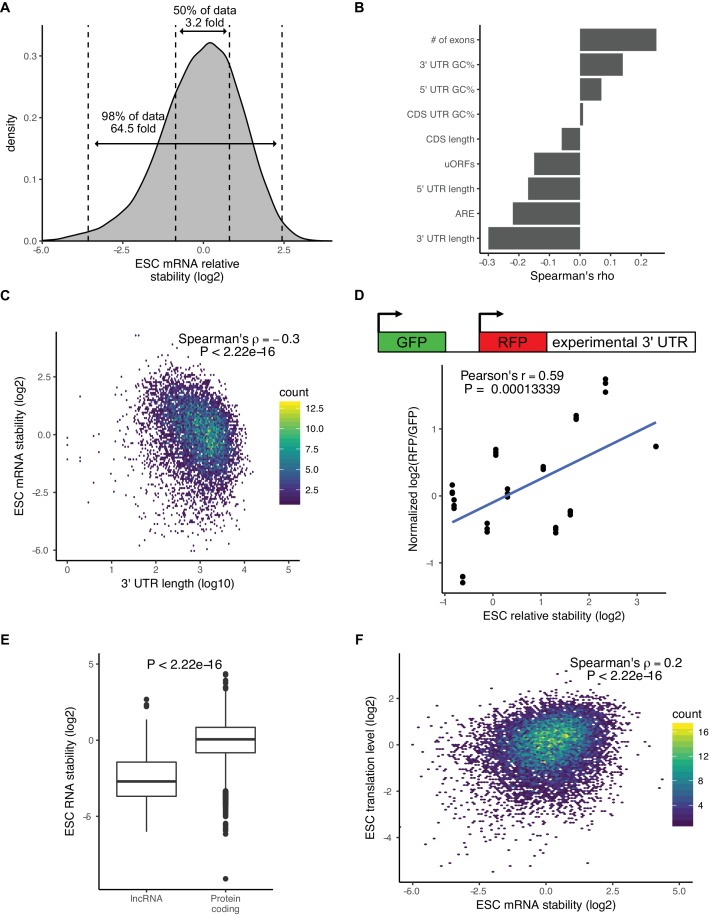
There is a wide range of RNA stabilities, which are positively correlated with translation level in ESCs. (**A**) The distribution of mRNA stabilities in ESCs. Dashed lines divide bottom 1%, middle 50%, and top 1% of the data. (**B**) The correlation between sequence features and mRNA stability in ESCs. uORFs (upstream open-reading frames), ARE (AU Rich Elements). (**C**) The correlation between 3’ UTR length (log10) and mRNA stability in ESCs. (**D**) (Top) Schematic of dual reporter system to test endogenous 3’ UTRs. (Bottom) Normalized median RFP/GFP ratios versus mRNA stability for endogenous genes as measured by 4sU-Seq. Clusters of dots indicate an endogenous 3’ UTR, individual dots within a cluster represent biological replicates (n = 3). (**E**) RNA stability of long non-coding RNAs (lncRNAs) compared to protein-coding RNAs. The p value was calculated using the Mann–Whitney test. (**F**) Comparison between mRNA stability and translation level (high polysome/monosome ratio) in ESCs. The p value calculated with correlation significance test. n = 3. See also Figure 2—figure supplement 1. 10.7554/eLife.38014.007Figure 2—source data 1.RFP and GFP values for 3’ UTR reporters.RFP and GFP intensity values for three individual replicates for 3’ UTR reporters (Figure 2D).

**Figure 2—figure supplement 1.**
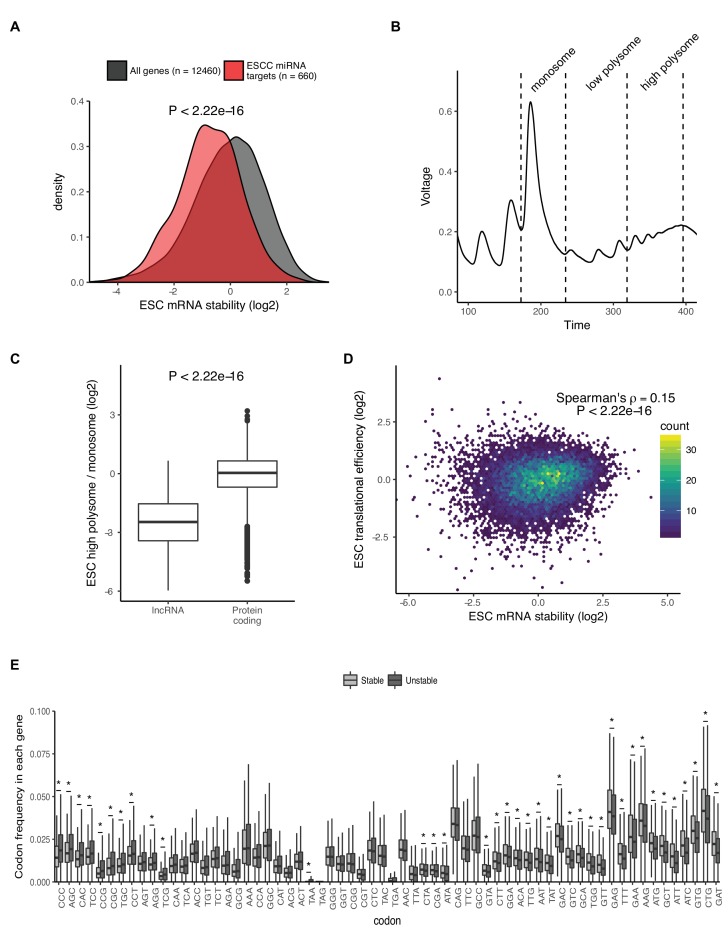
Factors that affect RNA stability in ESCs. (**A**) mRNA stability of ESCC miRNA targets compared to all mRNAs. The p value was calculated using the Mann–Whitney test. (**B**) Polysome trace showing monosome, low polysome, and high polysome fractions collected for RNA-Seq. (**C**) Translation level of long non-coding RNAs (lncRNAs) compared to protein coding RNAs. The p value calculated with Mann-Whitney test. (**D**) Comparison between mRNA stability and translational efficiency in ESCs. The p value calculated with correlation significance test. n = 3. (**E**) Boxplots showing the codon usage frequency in the top and bottom 20% of genes in terms of stability. Codons are ordered along the X-axis based on the median codon usage in unstable - median codon usage in stable. * indicates p<0.05 calculated using the Mann–Whitney test followed by Bonferroni correction.

MiRNAs are one regulatory factor that bind to the 3’ UTR of target mRNAs and recruit a complex of proteins that then destabilize the transcripts (Fabian and Sonenberg, 2012; Jonas and Izaurralde, 2015). In ESCs, the embryonic stem-cell-enriched cell cycle (ESCC) family of miRNAs represent a predominant fraction of all miRNAs in ESCs (Greve et al., 2013; Houbaviy et al., 2003; Marson et al., 2008). As expected, ESCC miRNA targets as a group were significantly less stable than all genes (p<2.22*10^−16^, Mann-Whitney test) (Figure 2—figure supplement 1A). However, a large number of ESCC targets were still in the top 50% of the most stable genes (Figure 2—figure supplement 1A). These data suggest that, while miRNAs are strong destabilizers, they can only explain a small portion of the large range of mRNA stabilities seen in the cells.

Interestingly, analysis of the 4sU-Seq data showed that long non-coding RNAs (lncRNAs) were significantly less stable than protein coding genes (p<2.22*10^−16^, Mann-Whitney test) (Figure 2E). This result suggested a strong role for translation in regulating RNA stability in ESCs. To further test this hypothesis, we performed polysome profiling (Arava et al., 2003). While both ribosome profiling and polysome profiling measure global levels of translation, polysome profiling can be a more sensitive measure of translational regulation (Heyer and Moore, 2016). We isolated monosome fractions, low polysome fractions containing 2–4 ribosomes, and high polysome fractions containing 4+ ribosomes and performed RNA-Seq (Figure 2—figure supplement 1B). To avoid confusion with the translational efficiency metric measured by ribosome profiling, we refer to the ratio of high polysome/monosome as translation levels. As expected, protein coding genes had a much higher translation level compared to lncRNAs (p<2.22*10^−16^, Mann-Whitney test) (Figure 2—figure supplement 1C). We next compared the polysome profiling data to the mRNA stability data. There was a highly significant correlation between mRNA stability and translation levels across all genes (Spearman’s rho 0.2; p<2.22*10^−16^) (Figure 2F). We also observed a similar pattern when measuring translational efficiency with ribosome profiling data (Figure 2—figure supplement 1D). These findings suggested a direct link between translation level and mRNA stability.

Recent reports suggest that differential codon usage is a central mechanism in linking translation to mRNA stability (Bazzini et al., 2016; Chan and Mugler, 2017; Cheng et al., 2017; Mishima and Tomari, 2016; Presnyak et al., 2015). Therefore, we considered the possibility that codon optimality is a driving force in the wide range of mRNA stabilities. Codon optimality is driven in part through tRNA abundance, which is cell type specific in mammals and can alter translation and mRNA stability in a cell-type-specific manner (Gingold et al., 2014; Goodarzi et al., 2016). Unfortunately, tRNA abundance data does not exist for ESCs. Instead, we evaluated the frequency of codon usage between mRNAs with differing stabilities. This analysis uncovered small, but significant, differences in codon usage frequency between mRNAs in the top and bottom 20% of stabilities (Figure 2—figure supplement 1E). Therefore, codon optimality may in part explain the link between translation levels and mRNA stability.

### DDX6 regulates proliferation and morphology of ESCs

In yeast, the protein DHH1 has been shown to link translation to mRNA stability through codon optimality (Radhakrishnan et al., 2016). The mammalian homolog of DHH1, DDX6, has been shown to associate with both the mRNA decapping and deadenylation complex, also consistent with a potential link between mRNA stability and translation (Chen et al., 2014; Mathys et al., 2014; Rouya et al., 2014). Therefore, we next asked whether DDX6 may provide a mechanistic link for the relationship between translation and mRNA stability in ESCs. To investigate the function of DDX6 in ESCs, we produced *Ddx6* knockout (*Ddx6* KO) clones using CRISPR-Cas9. Sanger sequencing confirmed a single nucleotide insertion in one clone and a large deletion in a second clone, both of which produce a premature stop (Figure 3—figure supplement 1A). 

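The counts list *Ddx6* as ENSMUSG00000032097, which lies on the plus strand of chromosome 9 of GRCm38 from 44604892 to 44640731. Its principal transcript in the Gencode annotation used here has 14 exons, a coding sequence of 1452 bases with the stop codon included, and a 3′ UTR of 4250 bases. The guide RNA, CATGTGGTGATCGCTACCCC, matches positions 44626390 to 44626409 and is followed by the PAM TGG. This site is in exon 7, which runs from 44626388 to 44626482 and holds 95 bases. Among annotated transcripts, the guide sequence with a PAM was found in 1 gene. Cas9 cleavage at this site falls in codon 222 of 484. In the annotated sequence, an insertion of 1 base at the cleavage site shifts the reading frame to a stop at codon 238, which is still in exon 7 and lies 749 bases upstream of the last exon junction. The reads behind the counts were not examined for the alleles themselves.

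**Figure D1:**
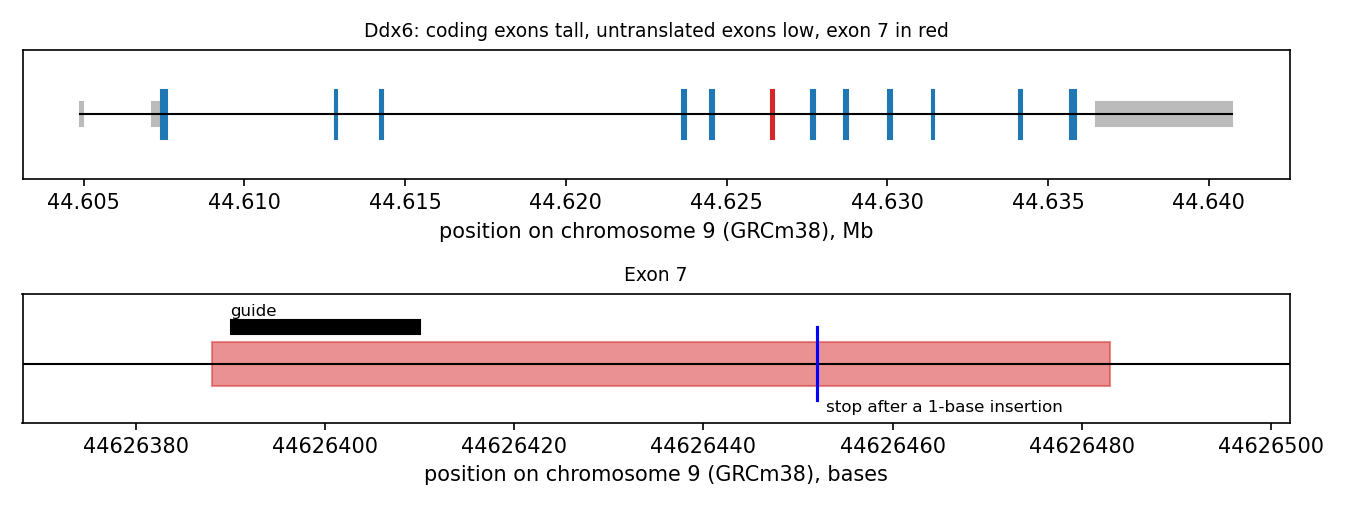
Position of the guide RNA in *Ddx6*. The upper panel shows the 14 exons along chromosome 9 in Mb, with coding parts tall, untranslated parts low and exon 7 in red, and the lower panel shows exon 7 in bases, with the guide as a black bar at its start and the stop that follows an insertion of 1 base as a blue line.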

Western blot confirmed the absence of DDX6 protein in both clones (Figure 3A). 

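The 4sU-Seq experiment in *Ddx6* KO cells comprised 7 cultures, of which 3 were wild type and 4 were *Ddx6* KO, with 2 cultures of each of the 2 clones. From each culture, nascent RNA labelled with 500 µM 4sU for 30 min and total RNA were sequenced, giving 14 libraries. For every library the authors deposited raw counts of uniquely mapped reads per gene. The 4sU libraries were sequenced in a single-end run and again in a paired-end run, and the counts of both runs were added, since the methods state that they were merged. The summed counts ranged from 2441639 to 3570192 per 4sU library and from 5724179 to 7369651 per total RNA library. CPM are counts scaled to the library total. In the smallest 4sU library, the floor of 3 counts corresponds to 1.23 CPM, and in the smallest total RNA library to 0.524 CPM. Such floors cover counting error only. The 14518 genes with at least 3 CPM in at least 3 libraries were tested with the quasi-likelihood test of edgeR after TMM normalization. Changes in nascent RNA and in mRNA were the contrasts of *Ddx6* KO against wild type within the 4sU and total RNA libraries, and the change in mRNA stability was the interaction of genotype and assay. A gene was called changed at a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. Spearman's rho between replicate libraries across 10258 genes was 0.982 to 0.987 for 4sU and 0.992 to 0.995 for total RNA. Both libraries of a culture shared little of their deviation from the group mean, with a mean correlation across genes of 0.0426 and a range from 0.0105 to 0.0737, so no culture term was fitted. Adding culture as a block gave 168 genes with changed mRNA stability, against 157 without it. Same-numbered wild-type and *Ddx6* KO cultures had mean correlations of 0.0176 in 4sU and 0.0401 in total RNA. With replicate number as a block, 158 genes had changed mRNA stability. The polysome fractions are not analysed here.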

We repeated the 4sU-Seq and polysome profiling in *Ddx6* KO and matched wild-type cells to measure changes in mRNA stability and translation levels. 

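In the 4sU libraries, *Ddx6* had 234 ± 14.7 CPM (SD, n = 3) in wild type and 204 ± 45.8 CPM (SD, n = 4) in *Ddx6* KO. After TMM normalization, the nascent log2 fold change was -0.41 (SE 0.32, adjusted p = 0.347 from edgeR). An exact permutation test on CPM gave p = 0.457 (two-sided, n = 3 and 4 cultures). In total RNA, *Ddx6* had 345 ± 26.7 CPM (SD, n = 3) in wild type and 44.2 ± 24.7 CPM (SD, n = 4) in *Ddx6* KO, a log2 fold change of -3.12 (SE 0.32, adjusted p = 9.2e-06 from edgeR). Every *Ddx6* KO culture had less *Ddx6* mRNA than every wild-type culture, which gives p = 0.0571 in the two-sided exact permutation test, the smallest p that 3 cultures against 4 allow, so this test cannot fall below 0.05. The nascent change was not separable from 0 at the spread between the KO cultures, whose values split by clone. Clone 1 had 240 and 245 nascent CPM and clone 2 had 175 and 155, while mRNA was at 59.6 and 70.7 CPM in clone 1 and at 23.9 and 22.5 CPM in clone 2. The alternative that moved the nascent change most was the use of clone 2 alone, with a log2 fold change of -0.71. Clone 1 alone gave a smaller change of -0.15, and scaling by library size only gave -0.20. Across 18 alternatives, the adjusted p of the nascent change ran from 2.7e-09 to 0.634.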

4sU-Seq and total RNA-Seq showed that while there was a minimal reduction of nascent *Ddx6* mRNA, there was a drastic loss of mature *Ddx6* mRNA in the *Ddx6* KO cells (Figure 3B). This destabilization is consistent with nonsense-mediated decay and further validates the 4sU-Seq assay for assessing changes in mRNA stability.

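The log2 ratio of total to 4sU CPM for *Ddx6*, scaled by TMM with a pseudocount of 0.5 CPM, was 0.55 ± 0.09 (SD, n = 3) in wild type and -2.31 ± 0.53 (SD, n = 4) in *Ddx6* KO. As an interaction term, the change in *Ddx6* mRNA stability was -2.71 on the log2 scale (SE 0.46, adjusted p = 0.00344 from edgeR). With each culture left out in turn, it stayed between -2.95 and -2.56. Clone 1 alone gave -2.39 and clone 2 alone gave -3.33. From the small change in nascent RNA beside the loss of mature mRNA, the paper reasons that *Ddx6* mRNA is destabilized and proposes that nonsense-mediated decay could account for this.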

**Figure 3.**
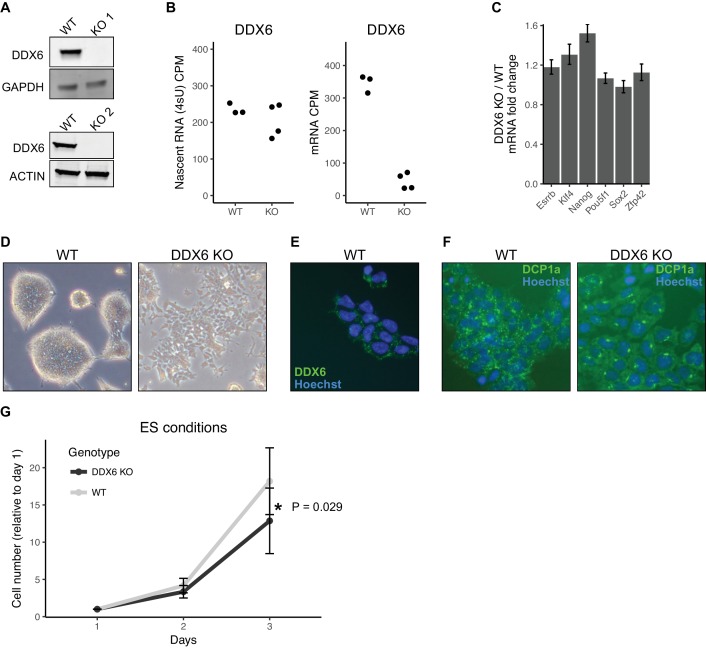
DDX6 regulates proliferation and morphology of ESCs. (**A**) Western blot of DDX6 in two *Ddx6* knockout (KO) lines. GAPDH and ACTIN were used as loading controls. (**B**) *Ddx6* counts per million (CPM) in nascent mRNA (4sU) or mRNA in wild-type (WT) and *Ddx6* KO cells. n = 3 for wild-type, n = 4 for *Ddx6* KO (2 replicates of each *Ddx6* KO line) (**C**) Expression of pluripotency genes in *Ddx6* KO ESCs based on RNA-Seq. Error bars represent 95% confidence interval. (**D**) Brightfield images of wild-type and *Ddx6* KO ESCs. Images taken at 20X. (**E**) DDX6 staining in wild-type ESCs. Images taken at 20X. (**F**) P-body staining against DCP1a in wild-type and *Ddx6* KO ESCs. Images taken at 20X. (**G**) Growth curves of wild-type and *Ddx6* KO ESCs in ESC maintenance conditions (LIF/2i). n = 6 for wild-type cells, n = 12 for *Ddx6* KO (six replicates of each *Ddx6* KO line). * indicates p<0.05 using a t-test, error bars are standard deviation. See also Figure 3—figure supplement 1.

**Figure 3—figure supplement 1.**
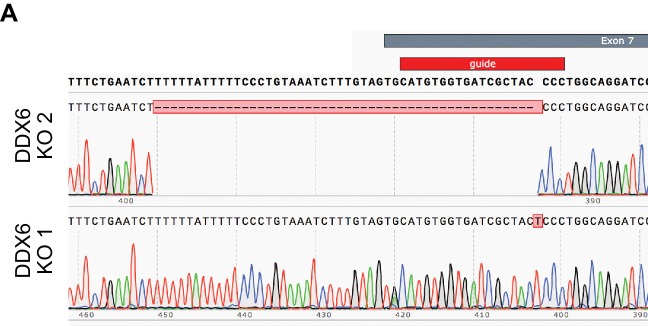
Characterization of *Ddx6* KO ESCs. (**A**) Sanger sequencing showing deletion and insertion at the beginning of exon seven to generate two *Ddx6* KO clones.

The loss of DDX6 had little impact on the expression of pluripotency markers (Figure 3C). However, there were striking morphological changes in the cells (Figure 3D). 

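Figure 3C covers *Esrrb*, *Klf4*, *Nanog*, *Pou5f1*, *Sox2* and *Zfp42*, and 0 of these 6 genes passed the thresholds for changed mRNA. With the adjusted p alone, 4 of the 6 did, whether the adjustment ran over all tested genes or over the 6 alone. The fold changes of *Ddx6* KO over wild type in total RNA ranged from 0.968 to 1.51. *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had the largest, a log2 fold change of 0.59 (SE 0.06, adjusted p = 1.4e-13 from edgeR). It lies on a chromosome whose genes were higher in every *Ddx6* KO culture, with a median log2 fold change of 0.41. *Klf4* followed with 0.37 (SE 0.06, adjusted p = 4.0e-07), then *Esrrb* with 0.22 (SE 0.05, adjusted p = 0.000408) and *Zfp42* with 0.16 (SE 0.06, adjusted p = 0.0191). *Pou5f1* had 0.08 (SE 0.05, adjusted p = 0.215), and its TMM-scaled values in all 4 *Ddx6* KO cultures lay above those of all 3 wild-type cultures. Over 18 alternatives, its adjusted p ran from 0.000146 to 0.474. With TMM within each assay, library size only or no filter beyond 1 count, 5 of the 6 genes passed the adjusted p alone, and with clone 2 only or without wild-type culture 1, wild-type culture 3 or the first culture of clone 1, 3 did. The difference for *Sox2*, -0.05 (SE 0.05, adjusted p = 0.488), was within its error and had no fixed sign, with -0.09 to 0.11 over the alternatives. Nascent *Sox2* RNA fell by 0.65 on the log2 scale (SE 0.05, adjusted p = 7.1e-16), while its mRNA stability rose by 0.60 (adjusted p = 4.1e-08). Nascent RNA rose by 0.51 for *Nanog*, 0.35 for *Zfp42*, 0.32 for *Pou5f1* and 0.24 for *Esrrb*. For *Klf4* the nascent change was 0.03 (adjusted p = 0.667) and the stability change 0.34 (adjusted p = 0.00331), and *Pou5f1* had a stability change of -0.25 (adjusted p = 0.0370).

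**Figure D2:**
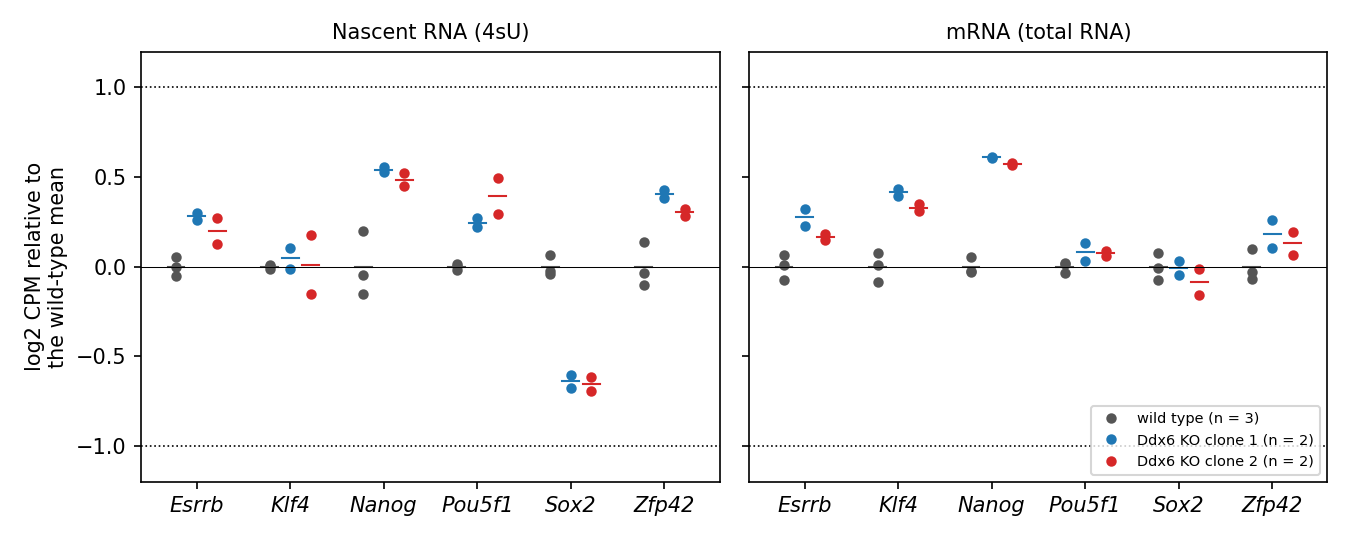
Pluripotency genes in each culture. Points show log2 CPM (TMM-scaled) relative to the wild-type mean, in nascent RNA on the left and mRNA on the right, for 3 wild-type cultures and 2 cultures of each *Ddx6* KO clone; short lines are group means and dotted lines mark a log2 fold change of 1 in either direction, which no point crosses.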

Unlike wild-type ESCs which form tight domed colonies, *Ddx6* KO cells grew in a jagged, dispersed monolayer (Figure 3D). DDX6 localized to discrete punctate in the wild-type cells consistent with P-body localization, as previously reported (Figure 3E) (Ernoult-Lange et al., 2012; Hubstenberger et al., 2017; Minshall et al., 2009; Presnyak and Coller, 2013). Interestingly, the loss of DDX6 resulted in an abnormal distribution of the P-body marker DCP1a (Figure 3F). DDX6 loss also led to a reduction in proliferation in self-renewal culture conditions (Figure 3G). Together, these data show an important role for DDX6 in the formation and/or maintenance of P-bodies and in retaining normal cell morphology and proliferation.

### DDX6 separates miRNA-induced translational repression from RNA degradation

Since yeast DHH1 destabilizes lowly translated transcripts enriched in non-optimal codons, we expected that lowly translated genes might be stabilized in *Ddx6* KO ESCs (Radhakrishnan et al., 2016). However, there was minimal correlation between mRNA stability changes in *Ddx6* KO ESCs and wild-type translation levels (Spearman’s rho −0.11; p<2.22*10^−16^) (Figure 4—figure supplement 1A). The stabilized transcripts were not specifically enriched within the lowly translated transcripts and instead they occurred across all levels of translation. These data suggested that DDX6 does not link mRNA stability with translation levels across all genes. 

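Of 14518 tested genes, 157 had changed mRNA stability in *Ddx6* KO, of which 100 were stabilized and 57 destabilized. The alternative that moved this count most was the adjusted p alone, under which 548 genes were stabilized and 1236 destabilized. The split also depended on the scaling, with 127 stabilized and 37 destabilized under TMM within each assay, 114 and 41 under DESeq2, and 91 and 77 under library size only. Across all tested genes the median log2 fold change of stability was -0.09 (-0.00195 under TMM within each assay), with an interquartile range from -0.31 to 0.16. Among the 157 genes, 143 had all 4 *Ddx6* KO cultures on the same side of all 3 wild-type cultures. The same held for 22.9% of all tested genes, where chance gives 5.71%. The called genes were weakly expressed, with a median of 6.34 CPM in wild-type total RNA against 22.2 CPM for all tested genes. Of the 6 genes with the largest changes, *Gm48574*, *Ssmem1*, *Slc25a31*, *Vax2os*, *Gm12902* and *Tnfsf13*, 5 had at most 3 counts in every library of a group. The sizes of their stability changes are therefore poorly determined at this depth. *Ssmem1* and *Vax2os* also lie on chromosome 6, whose genes were higher in *Ddx6* KO. *Slc25a31* mRNA went from 0.251 ± 0.152 CPM (SD, n = 3) to 8.29 ± 0.499 CPM (SD, n = 4), at least 17.7-fold higher. *Gm12902*, a processed pseudogene, had a stability change of -3.30 (SE 0.89, adjusted p = 0.00889 from edgeR). Its nascent RNA rose by 2.29 (adjusted p = 5.6e-05), from 4 counts in each wild-type library to between 17 and 35 in *Ddx6* KO, while its mRNA change of -1.01 (adjusted p = 0.241) rests on 9, 1 and 2 counts in wild type and at most 5 in *Ddx6* KO. Without wild-type culture 1 its change was -1.98 and was not called. Each of the 6 genes went uncalled under 2 to 6 of its alternatives. Among the genes followed after actinomycin D treatment in Figure 1—figure supplement 1C, *Amotl2* was stabilized by 1.19 (SE 0.14, adjusted p = 6.4e-05) and *Cyr61* by 1.21 (SE 0.31, adjusted p = 0.0309), which 7 of 19 alternatives did not call, and *Pgap1* had a change of -1.06 (SE 0.11, adjusted p = 7.2e-11), which 3 of 19 did not call. *Impact* was under the fold-change threshold with -0.97, and it was called with clone 1 alone (-1.03) and with library size only (-1.02). *Esrrb* had a stability change of -0.02 (adjusted p = 0.921 from edgeR) and *Sall4* one of 0.01 (adjusted p = 0.967). The legend of Figure 1—figure supplement 1C also lists *Ddx6* KO cells. Their decay after actinomycin D was not compared with these changes here. Of 12 genes for decay, miRNA and translation factors that the paper names beside DDX6, 0 were called for stability, and 5 had an unadjusted p below 0.05. At the adjusted p alone 2 passed, *Cnot1* with -0.46 (adjusted p = 5.8e-05) and *Tnrc6a* with 0.51 (adjusted p = 0.000111). Over 19 alternatives, the highest adjusted p was 0.00577 for *Cnot1* and 0.00845 for *Tnrc6a*.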

Next, we defined a set of codons as suboptimal based on their enrichment in unstable genes in wild-type ESCs and asked whether they are enriched among genes that are stabilized in *Ddx6* KO cells (Figure 2—figure supplement 1E). There was no enrichment (Figure 4—figure supplement 1B). 

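Codon frequencies were computed from the principal transcript of 12084 tested protein-coding genes. The 2417 genes with the lowest ratio of total to 4sU RNA in wild type were taken as unstable. Within them, the 484 genes with the highest and the 484 with the lowest stability change in *Ddx6* KO formed the top and bottom groups. Against the 2417 most stable genes, 14 codons were more frequent in unstable genes after Bonferroni correction over 61 codons, which makes them suboptimal by the definition given. Of these 14, 2 were more frequent in the top group and 4 less frequent, by the Mann–Whitney test with Bonferroni correction. Over all 61 codons, 12 were more frequent in the top group and 20 less frequent. The largest difference in medians was that of the leucine codon CTG, with 4.21% of codons in the top group and 3.35% in the bottom group (Bonferroni-adjusted p = 2.5e-08). The suboptimal arginine codon CGC made up 1.18% in the top group and 0.719% in the bottom group (Bonferroni-adjusted p = 3.0e-08). With the top and bottom 10% in place of 20%, 4 codons differed, and with groups drawn from all tested genes, 46 did. The groups and the wild-type stability share the wild-type libraries. When wild-type culture 1 alone set the stability and cultures 2 and 3 the change, 17 codons differed.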

Further comparing changes in median codon frequency in stable versus unstable transcripts in wild-type cells with changes in median codon frequency in stabilized versus unstabilized transcripts in *Ddx6* KO cells showed no correlation (Figure 4—figure supplement 1C). 

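Across the 61 sense codons, Spearman's rho between the wild-type difference (stable minus unstable) and the *Ddx6* KO difference (bottom minus top) was -0.0398, with a permutation p of 0.763 (two-sided, 100000 resamples). Codons are not independent replicates, and this was 1 of 2 codon comparisons planned. Medians differed by up to 0.556 percentage points between stable and unstable genes in wild type and by up to 0.864 between the top and bottom groups. The value changed sign under several alternatives, and with top and bottom groups drawn from all tested genes rather than unstable ones it was 0.273 (permutation p = 0.0335). Across genes, stability changes fell with wild-type stability (rho -0.483). Groups drawn from all tested genes may therefore partly repeat the stable and unstable groups, which favours a positive value. From these comparisons and a tRNA-based index, which is not computed here, the paper concludes that linking codon optimality with stability is not what mammalian DDX6 mainly does.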

Species-specific tRNA adaptation index (stAI) provides an alternative metric of codon optimality. The stAI metric takes into account tRNA copy number and a tRNA’s ability to wobble base pair with different codons (Radhakrishnan et al., 2016; Sabi and Tuller, 2014). We calculated stAI values for mouse and asked if they could predict changes in transcript stability associated with DDX6 loss. In contrast to the yeast homolog, transcripts stabilized upon DDX6 loss did not correlate with low stAI values (Figure 4—figure supplement 1D). These data show that unlike yeast DHH1, the primary function of mammalian DDX6 is not to link codon optimality with transcript stability.

Several aspects of the *Ddx6* KO phenotype, including the cell morphology changes and growth defects, resemble the phenotype of *Dgcr8* KO cells (Wang et al., 2007). DGCR8 is essential for miRNA biogenesis and *Dgcr8* KO ESCs lack all miRNAs (Wang et al., 2007). DDX6 has been implicated as an effector of miRNA activity (Chen et al., 2014; Chu and Rana, 2006; Mathys et al., 2014; Rouya et al., 2014). Therefore, we next asked whether *Ddx6* KO cells have similar downstream molecular consequences as *Dgcr8* KO cells. To directly compare the two, we performed 4sU-Seq and polysome profiling in *Dgcr8* KO ESCs and analyzed the data in parallel with that of the *Ddx6* KO ESCs.

The ESCC family of miRNAs represent a predominant fraction of all miRNAs in ESCs (Greve et al., 2013; Houbaviy et al., 2003; Marson et al., 2008; Melton et al., 2010; Wang et al., 2008). They share the ‘AAGUGC’ seed sequence and thus have common downstream targets. Furthermore, re-introduction of a single member of the ESCC family of miRNAs can revert *Dgcr8* KO cells to a molecular phenotype highly similar to wild-type ESCs (Gambardella et al., 2017; Melton et al., 2010; Wang et al., 2008). Therefore, we chose to focus on the consequence of DGCR8 loss and DDX6 loss on these targets. As expected, the ESCC targets are stabilized relative to all genes in the *Dgcr8* KO cells (Figure 4A). However, these same targets showed little change in mRNA stability in the *Ddx6* KO cells (Figure 4B). Therefore, DDX6 does not appear to play a major role in transcript destabilization downstream of miRNAs.

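ESCC targets were approximated by seed sites, because the TargetScan list named in the methods is not used here. A gene was counted as a seed-site gene when the annotated 3′ UTR of its principal transcript held AGCACTTA, the 8mer site for the shared seed. Of 12089 tested protein-coding genes with a 3′ UTR, 406 met this rule. Their median log2 fold change of mRNA stability was -0.04, against -0.10 for the 11683 other genes. The difference of 0.06 on the log2 scale, a fold of 1.05, had a permutation p of 0.00072 across genes (two-sided, 100000 resamples). Genes are not independent replicates. Of the 406 genes, 1 was called stabilized and 0 were called destabilized, and 57.9% lay above the median of the other genes. Requiring only the 6mer GCACTT, the alternative that moved the difference most, gave 3779 genes and a difference of 0.03. In wild type, the seed-site genes were less stable than the others by 0.42 on the log2 scale in the median. Sets of other genes matched on wild-type stability had a median change of -0.04.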

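In each culture, the median of the 406 seed-site genes was compared with that of the other genes. For the log2 ratio of total to 4sU RNA, this difference was -0.42 ± 0.00139 (SD, n = 3) in wild type and -0.39 ± 0.04 (SD, n = 4) in *Ddx6* KO, which overlapped (exact permutation test, two-sided, p = 0.229). In total RNA the difference was 0.05 ± 0.00236 in wild type and 0.20 ± 0.04 in *Ddx6* KO, higher in 4 of 4 KO cultures (exact permutation p = 0.0571, two-sided). In nascent RNA it was 0.37 ± 0.04 in wild type and 0.44 ± 0.03 in *Ddx6* KO (exact permutation p = 0.114, two-sided). By the log2 fold changes of single genes, seed-site genes exceeded the others in the median by 0.0784 in mRNA (permutation p = 0.00244, two-sided) and by 0.0121 in nascent RNA (permutation p = 0.614, two-sided). From the small change in the stability of ESCC targets in *Ddx6* KO cells beside their stabilization in *Dgcr8* KO cells, which are not analysed here, the paper proposes that DDX6 may have no major part in the decay of transcripts downstream of miRNAs.

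**Figure D3:**
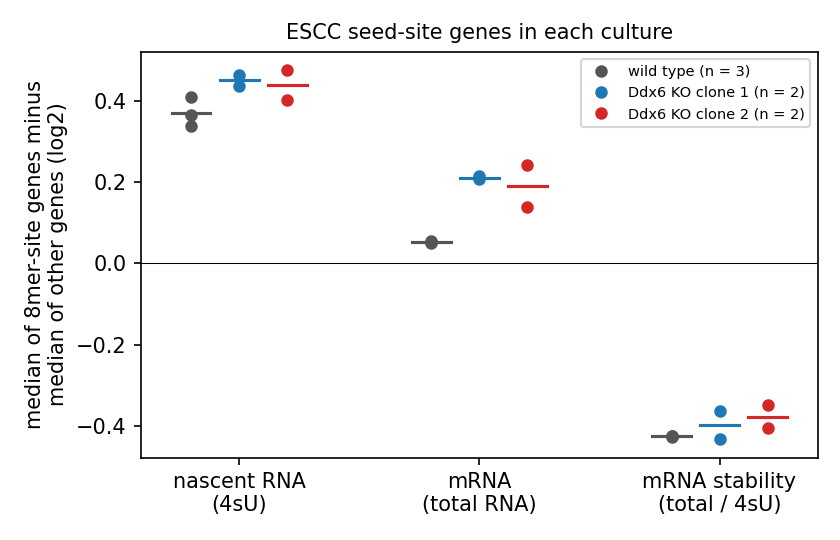
ESCC seed-site genes in each culture. Points show the median of genes with an 8mer site minus the median of other protein-coding genes, on the log2 scale, for nascent RNA, mRNA and mRNA stability in 3 wild-type cultures and 2 cultures of each *Ddx6* KO clone, with short lines for group means; the mRNA stability values of both genotypes overlap.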

**Figure 4.**
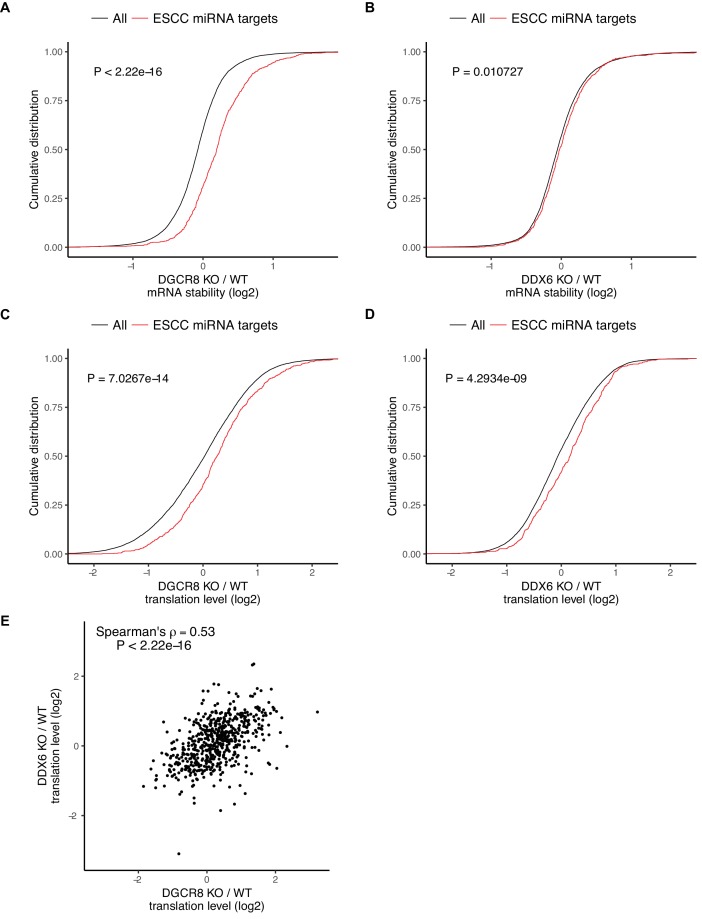
DDX6 separates miRNA-induced translational repression from RNA degradation. (**A–D**) mRNA stability or translation level changes of ESCC miRNA targets versus all mRNAs. The p value was calculated with Mann-Whitney test. A/B) mRNA stability changes in *Dgcr8* KO (**A**) or *Ddx6* KO (**B**) cells. n = 3 for wild-type, n = 4 for *Ddx6* KO (2 replicates of each *Ddx6* KO line), n = 3 for *Dgcr8* KO. C/D) Translation level changes in *Dgcr8* KO (**C**) or *Ddx6* KO (**D**) cells. n = 3 for each genotype. (**E**) Translation level changes of individual ESCC miRNA targets in *Dgcr8* KO and *Ddx6* KO ESCs. See also Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
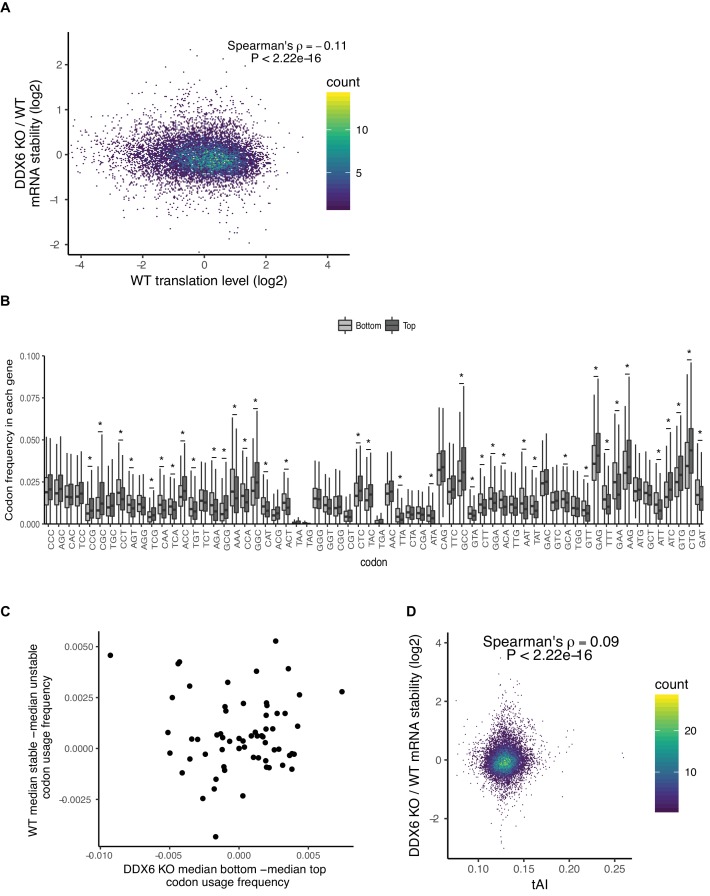
Connection between stability changes and translation. (**A**) mRNA stability changes in *Ddx6* KO cells versus wild-type translation level. (**B**) Boxplots showing the codon usage frequency in the top and bottom 20% of mRNA stability changes in *Ddx6* KO for unstable genes as defined in Figure 2—figure supplement 1E. * indicates p<0.05 calculated using the Mann–Whitney test followed by Bonferroni correction. (**C**) Difference in median codon frequency between stable and unstable transcripts in wild-type cells versus difference in median codon frequency between top and bottom *Ddx6* KO mRNA stability changes. (**D**) mRNA stability changes in *Ddx6* KO cells versus species-specific tRNA adaptation index (tAI) scores for each gene.

The loss of DGCR8 also resulted in an increase in the translation levels of ESCC miRNA targets independent of its effect on stability, consistent with miRNAs both inhibiting translation and destabilizing transcripts (Figure 4C). In contrast to the stability data, the loss of DDX6 had a similar impact as the loss of DGCR8 on the translation levels of ESCC targets (Figure 4D). Indeed, *Dgcr8* KO and *Ddx6* KO affected the translation levels of individual targets to a similar extent (Figure 4E). These data show that DDX6 is an essential effector for miRNA-driven translational repression, but not mRNA destabilization. As such, DDX6 separates the two main functions of miRNAs showing that miRNA-driven translational repression and transcript destabilization are not dependent on one another.

### Translational repression alone underlies many of the downstream molecular changes associated with miRNA loss

Whether translational repression or mRNA destabilization is the predominant effect of miRNAs is controversial as it is difficult to separate the two (Iwakawa and Tomari, 2015; Jonas and Izaurralde, 2015). Given that the *Ddx6* KO cells retained mRNA destabilization, while losing translational repression of miRNA targets, we asked how well derepression of translation matches the downstream consequences of losing all miRNAs. Since the *Ddx6* KO and *Dgcr8* KO cells have partially overlapping phenotypes, we compared global changes in mRNA stability, mRNA levels, and translation levels. Strikingly, while there was little correlation in changes in mRNA stability, changes in both mRNA and translation levels were well correlated (Figure 5). Nascent transcriptional changes between *Ddx6* KO and *Dgcr8* KO measured by 4sU-Seq are also well correlated (Figure 5—figure supplement 1A) showing that the correlation in mRNA changes is due to transcriptional changes, likely secondary to the direct effects of *Ddx6* and *Dgcr8* loss on the translation of transcriptional regulators. These data show that translational repression alone can explain much of a miRNA’s function in ESCs.

**Figure 5.**
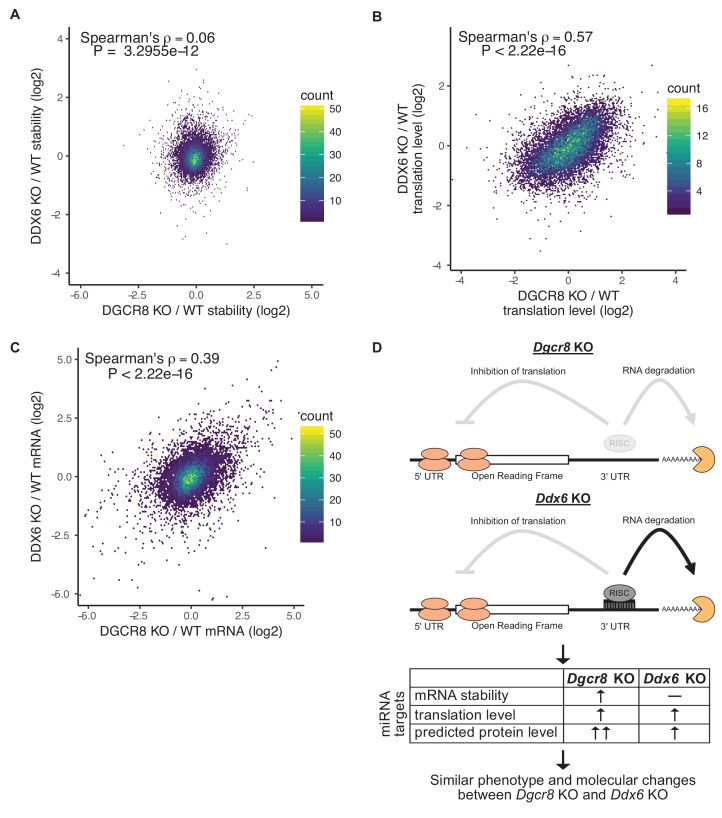
Translational repression alone underlies many of the downstream molecular changes associated with miRNA loss. (**A**) Comparison between mRNA stability changes in *Dgcr8* KO versus *Ddx6* KO cells. n = 3 for wild-type, n = 4 for *Ddx6* KO (2 replicates of each *Ddx6* KO line), n = 3 for *Dgcr8* KO. (**B**) Comparison between translation level changes in *Dgcr8* KO versus *Ddx6* KO cells. n = 3 for each genotype. (**C**) Comparison between mRNA changes in *Dgcr8* KO versus *Ddx6* KO cells. The p value was calculated with correlation significance test. (**D**) Summary schematic comparing *Dgcr8* KO cells to *Ddx6* KO cells. *Dgcr8* KO leads to the loss of both translational repression and mRNA destabilization of miRNA targets, while *Ddx6* KO only leads to the loss of translational repression of miRNA targets. mRNA stability is measured as the ratio of mRNA/4sU reads, changes in translation level are measured as the ratio of polysome/monosome reads, protein level changes are not directly measured but are predicted based on mRNA stability and translation level changes. Changes in translation level alone in *Ddx6* KO cells produce similar phenotypes and global molecular changes to *Dgcr8* KO cells. See also Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
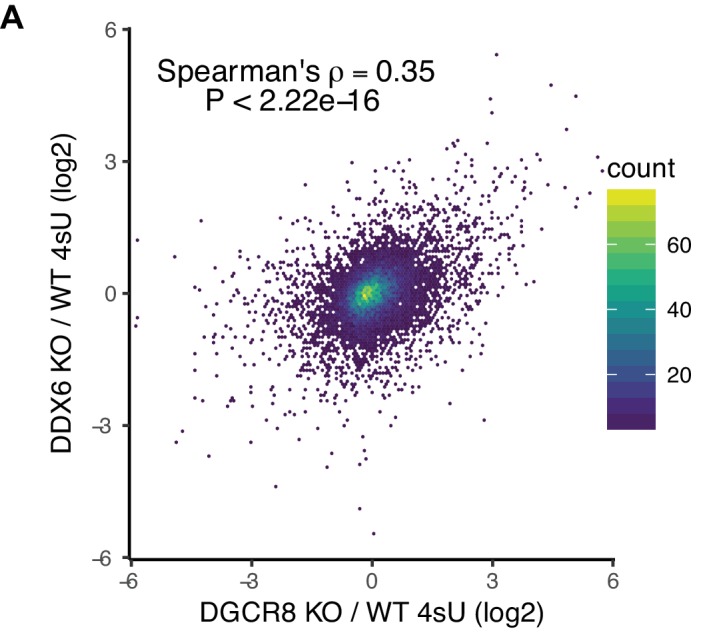
Transcriptional changes in *Ddx6* KO and *Dgcr8* KO. (**A**) Comparison between changes in nascent transcription (4sU-Seq) in *Dgcr8* KO versus *Ddx6* KO cells. n = 3 for wild-type, n = 4 for *Ddx6* KO (2 replicates of each *Ddx6* KO line), n = 3 for *Dgcr8* KO. The p value was calculated with correlation significance test.

## Discussion

In this study, we sought to uncover how mRNA stability and translation are regulated within the ESC state and during differentiation. Using RNA-Seq, metabolic labeling (4sU-Seq), and ribosome profiling, we found that most changes during ESC differentiation are driven at the level of transcription. This finding contrasts Lemischka and colleagues’ conclusion that post-transcriptional changes underlie many changes in protein levels during ESC differentiation (Lu et al., 2009). The difference may be explained by the different approaches used and the fact that Lemischka and colleagues focused their analysis on nuclear protein changes. Discordant changes between mRNA expression and nuclear protein levels could reflect changes in translational efficiency, protein stability, or protein localization (Liu et al., 2016). We measured translational efficiency, but not post-translational events; therefore, it remains plausible that protein degradation rates or protein localization are dynamic during ESC differentiation.

We found a positive correlation between mRNA stability and translation levels/efficiency in ESCs, similar to what other groups have observed recently in yeast (Chan and Mugler, 2017; Heyer and Moore, 2016; Presnyak et al., 2015). A number of mechanisms have been proposed. One is that ribosomes sterically hinder the degradation machinery from accessing the transcript. In support of this model, RNA-Seq of the 5’ end of decapped RNA degradation intermediates shows a three nucleotide periodicity consistent with exonucleases running into the ribosome on a final round of translation (Pelechano et al., 2015). Alternatively, some RNA-binding proteins may sense slowly translating transcripts and accelerate their degradation as recently described for DHH1 (Radhakrishnan et al., 2016). However, in our data, the loss of the mammalian homolog of DHH1, DDX6, did not appear to link low levels of translation with low mRNA stability.

There has been extensive debate about whether miRNAs primarily inhibit translation or induce destabilization of their target transcripts (Iwakawa and Tomari, 2015; Jonas and Izaurralde, 2015). We measure translation as the ratio of polysome reads to monosome reads, which normalizes for any changes in mRNA levels. Therefore, we can independently quantify changes in translation level versus changes in mRNA stability. In *Dgcr8* KO ESCs, which lack all mature miRNAs, we observe that miRNAs both inhibit translation and induce mRNA destabilization of their targets within ESCs. In contrast, the loss of DDX6 only affects the translation of these miRNA targets (Figure 5D). That is, the number of protein molecules made per target transcript is increased, while the transcript stability remains the same. It has been suggested that translational repression of miRNA targets is the cause of mRNA destabilization or is at least a prerequisite (Radhakrishnan and Green, 2016). However, the *Ddx6* KO cells demonstrate that mRNA destabilization can occur independent of translational repression in a context where both forms of repression normally occur. Future studies will likely identify factors that can decouple translational repression and mRNA destabilization in the other direction so that miRNA targets are translationally repressed without inducing mRNA destabilization. This situation has been observed for synthetic miRNA reporters that cannot undergo deadenylation and subsequent degradation but can still be translationally repressed (Kuzuoğlu-Öztürk et al., 2016). MiRNA-induced translational repression in the absence of mRNA destabilization has also been observed in the early zebrafish embryo, but the mechanism underlying the phenomenon remains unclear (Bazzini et al., 2012)

Our data support a key role for DDX6 in the translational repression of endogenous miRNA targets. Several recent studies implicated DDX6 in the translational repression of miRNA reporters downstream of the CCR4-NOT complex (Chen et al., 2014; Kuzuoğlu-Öztürk et al., 2016; Mathys et al., 2014; Rouya et al., 2014). These studies found that the DDX6 RecA domain directly interacts with the CNOT1 MIF4G domain (Chen et al., 2014; Mathys et al., 2014; Rouya et al., 2014). Further, this interaction is important for the translational repression of both CNOT1 tethered reporters and miRNA reporters. In DDX6-depleted cells, repression of a miRNA reporter cannot be rescued by DDX6 mutants that cannot bind to CNOT1 (Chen et al., 2014; Kuzuoğlu-Öztürk et al., 2016; Mathys et al., 2014; Rouya et al., 2014). Conversely, CNOT1 requires binding to DDX6 in order to repress translation of a reporter that is resistant to deadenylation and degradation, suggesting that DDX6 can repress translation without affecting mRNA levels (Kuzuoğlu-Öztürk et al., 2016; Mathys et al., 2014). However, CNOT1 does not require DDX6 to degrade a reporter with a poly(A) tail, suggesting that CCR4-NOT can recruit degradation factors even when the interaction with DDX6 is disrupted (Kuzuoğlu-Öztürk et al., 2016; Mathys et al., 2014). Direct tethering of DDX6 represses translation of a reporter and this repression is only mildly disrupted by mutations that prevent DDX6 from interacting with CNOT1 suggesting that DDX6 acts downstream of the CCR4-NOT complex (Kuzuoğlu-Öztürk et al., 2016). These studies also show that CNOT1 directly interacts with CNOT9, which binds to TNRC6, which in turn binds to AGO proteins (Chen et al., 2014; Mathys et al., 2014). This binding information directly links miRNA target recognition (AGO-mRNA binding) to translational repression through DDX6, via CNOT1-CNOT9-TNRC6 binding and is consistent with our findings.

It is not fully understood how DDX6 directly represses translation of miRNA targets or if it recruits additional effector molecules. The binding of CNOT1 changes the conformation of DDX6 and stimulates DDX6 ATPase activity (Mathys et al., 2014). This ATPase activity is essential for translational repression as DDX6 that contains mutations in the ATPase domain can no longer repress miRNA reporters (Mathys et al., 2014). However, how the ATPase domain contributes to translational repression is not known. Experiments using DDX6 tethered to different reporters suggest that DDX6 suppresses translational initiation independent of scanning (Kuzuoğlu-Öztürk et al., 2016). It was recently shown that DDX6 interacts with 4E-T, which competes with eIF4G for binding to the translation initiation factor eIF4E and leads to translational repression (Kamenska et al., 2016; Ozgur et al., 2015). Additionally, mutations in the FDF-binding domain of DDX6 prevents interaction with 4E-T and decapping proteins and prevents translational repression of a reporter (Kuzuoğlu-Öztürk et al., 2016). However, depletion of 4E-T only partially alleviates DDX6 mediated translational repression (Kamenska et al., 2014; Kuzuoğlu-Öztürk et al., 2016). Therefore, DDX6 likely interacts with additional unknown factors to inhibit translation initiation. Our data shows that the loss of DDX6 results in increased translation of miRNA targets to a similar level as the loss of all miRNAs, suggesting that DDX6 serves as a key link between the proteins that repress translation and the rest of the RNA-induced silencing complex.

Surprisingly, the loss of DGCR8 and DDX6 produce similar downstream consequences. Although not directly measured, protein levels of miRNA targets are likely higher in *Dgcr8* KO cells than in *Ddx6* KO cells as the former leads to both mRNA stabilization and translational derepression of miRNA targets, while the later only influences translation (Figure 5D). Yet, both knockout lines lead to similar morphology and proliferation defects as well as similar downstream molecular changes. It has been argued that mRNA changes are the dominant effect of miRNAs, since miRNA-induced changes in mRNA levels are often larger than changes in translational efficiency (Eichhorn et al., 2014; Guo et al., 2010). However, our data suggest that while miRNAs often have a significant effect on mRNA stability, their impact on translation alone can recapitulate a large portion of the downstream molecular and phenotypic effects associated with miRNA loss.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (Mouse)	Ddx6	NA	Ensembl: ENSMUSG00000032097	
Gene (Mouse)	Dgcr8	NA	Ensembl: ENSMUSG00000022718	
Cell line (Mouse)	WT (V6.5) embryonic stem cell	PMID: 11331774; Novus Biologicals	NBP1-41162	V6.5 mouse embryonic stem cell line from the Jaenisch lab, maintained in the Blelloch lab. Also available commercially from Novus Biologicals.
Cell line (Mouse)	Dgcr8 KO embryonic stem cell	PMID: 17259983; Novus Biologicals	NBA1-19349	Dgcr8 KO mouse embryonic stem cell line previously generated in the Blelloch lab. Also available commercially from Novus Biologicals.
Cell line (Mouse)	Ddx6 KO embryonic stem cell	This paper	N/A	Ddx6 KO mouse embryonic stem cell line generated via CRISPR-Cas9 in the Blelloch lab from V6.5 parental cell line.
Cell line (Mouse)	miR290-mCherry and miR302-GFP reporter V6.5 embryonic stem cell	PMID: 26212322	N/A	Mouse embryonic stem cell line used for differentiation in Figure 1. Previously generated in the Blelloch lab.
Antibody	anti-DDX6	Bethyl Lab	A300-460A-T	1:1000
Antibody	anti-GAPDH	Santa Cruz Biotechnology	SC 25778	1:1000
Antibody	anti-ACTIN	Sigma	A4700	1:1000
Antibody	anti DCP1	Abcam	ab47811	1:800
Recombinant DNA reagent	pSpCas9(BB)−2A-GFP (PX458) plasmid	Addgene	48138	Used to generate DDX6 KO lines.
Recombinant DNA reagent	pBUTR(piggyBac-based 3' UnTranslated Region Reporter) plasmid	PMID: 24753411	N/A	Used for 3' UTR reporter experiments.
Sequence-based reagent	CATGTGGTGATCGCTACCCC	This paper	N/A	DDX6 KO guide sequence
Commercial assay or kit	Ribo-Zero Gold kit	Illumina	MRZG126	
Commercial assay or kit	KAPA Stranded RNA-Seq	KAPA	KK8400	
Commercial assay or kit	KAPA HyperPrep Stranded RNA-Seq	KAPA	KK8540	
Commercial assay or kit	Lexogen QuantSeq 3' FWD	Lexogen	015.96	
Commercial assay or kit	TruSeq Ribosome-Profiling	Illumina	RPHMR12126	
Chemical compound, drug	4-thioruridine (4sU)	Sigma	T4509-100MG	
Chemical compound, drug	Cycloheximide	Sigma	C4859-1ML	
Chemical compound, drug	Actinomycin D	Fisher Scientific	BP6065	
Chemical compound, drug	MEK inhibitor PD0325901	Peprotech	3911091	For naïve ESC culture
Chemical compound, drug	GSK3 inhibitor CHIR99021	Peprotech	2520691	For naïve ESC culture
Other	Streptavidin Dynabeads	Invitrogen	65305	
Software, algorithm	Cutadapt version 1.14	DOI:10.14806/ej.17.1.200	RRID:SCR_011841	
Software, algorithm	STAR version 2.5.3a	PMID: 23104886	RRID:SCR_015899	
Software, algorithm	Gencode M14 annotation	N/A	https://www.gencodegenes.org	
Software, algorithm	Limma version 3.32.10	PMID: 25605792	RRID:SCR_010943	
Software, algorithm	R version 3.4.2	R Core Team	RRID:SCR_001905	
Software, algorithm	ggplot2 version 2.2.1	H. Wickham	RRID:SCR_014601	
Software, algorithm	featureCounts version 1.5.3	PMID: 24227677	RRID:SCR_012919	

### Gene accession

The accession number for the sequencing data reported in this paper is GEO: GSE112767.

### 4sU-Sequencing

Samples were labeled with 500 uM 4-thiouridine (4sU) (Sigma) for 30 min then extracted with TRIzol (Invitrogen) and split into two groups. rRNA was depleted from Total RNA using the Ribo-Zero Gold kit (Illumina). 80 ug of RNA was biotinylated according to the following protocol Rädle et al. (2013). Biotinylated 4sU RNA was isolated and washed using M-270 Streptavidin Dynabeads (Invitrogen), eluted with 100 mM DTT, and cleaned up with RNeasy minelute columns (Qiagen).

Libraries were generated with the KAPA Stranded RNA-Seq or Stranded HyperPrep library prep kit (Kapa) and sequenced with single-end 50 bp reads. Additional rounds of *Ddx6* KO and matched wild-type 4sU samples were sequenced with paired-end reads and counts were merged with single end reads.

### Cell culture and differentiation

ESCs were grown in Knockout DMEM (Invitrogen) supplemented with 15% Fetal Bovine Serum, LIF and 2i (Peprotech PD0325901 and CHIR99021). In order to generate EpiLCs, 400,000 ESCs were plated in a 15 cm plate; 24 hr later LIF/2i media was removed, cells were washed with PBS, and EpiLCs were collected ~56 hr later (Krishnakumar et al., 2016). Cells were tested to be free of mycoplasma.

### Quant Seq

QuantSeq 3’ end counting was used for polysome profiling samples as well as matched wild-type, *Ddx6* KO, and *Dgcr8* KO mRNA samples (Figure 5C). RNA was isolated using RNeasy Micro kits (Qiagen). RNA-Seq libraries were generated using the QuantSeq 3’ FWD kit (Lexogen) and sequenced with single-end 50 bp reads.

### Ribosome profiling

ESCs and EpiLCs were grown as above. Ribosome profiling libraries were generated using the TruSeq Ribosome Profiling kit (Illumina) and sequenced with single-end 50 bp reads. Three nucleotide periodicity of ribosome profiling reads was checked using RiboTaper (Calviello et al., 2016). Adapters were trimmed using cutadapt version 1.14 with the following settings: --minimum-length 26 --maximum-length 32 for the ribosome protected fragments or --minimum-length 32 for the total RNA. Adapter sequence used for trimming: AGATCGGAAGAGCACACGTCT. Reads were mapped with STAR version 2.5.3a to the mm10/Gencode M14 genome with the following settings: --outFilterMultimapNmax 1 --outFilterMismatchNoverReadLmax 0.05 --seedSearchStartLmax 13 --winAnchorMultimapNmax 200.

### Polysome profiling

Two plates of 6 million V6.5 ESCs were seeded in a 15 cm plate 48 hr prior to collection (Eggan et al., 2001). Cells were incubated with 100 ug/ml cycloheximide (Sigma) for 2 min and then moved to ice. Cells were washed and scraped in PBS with cycloheximide, spun down, and then lysed. Lysate was loaded onto a 10–50% sucrose gradient and centrifuged at 35,000 RPM for 3 hr. Gradients were collected on a gradient station (Biocomp). For each sample, the monosome, low polysome (2–4 ribosomes), and high polysome (4 + ribosomes were collected). RNA was extracted from gradient fractions with TRIzol LS (Invitrogen) and concentrated with the Zymo Clean and Concentrator-5 kit (Zymo) prior to library preparation with the QuantSeq 3’ FWD kit (Lexogen).

### Western blot

Cells were collected in RIPA buffer with Protease Inhibitor Cocktail (Roche). Protein was run on a 4–15% gel (Bio-Rad) then transferred onto a PVDF membrane. Membranes were blocked with Odyssey blocking buffer, blotted with primary and secondary antibodies, and then imaged on the Odyssey imaging system (LI-COR). Antibodies: DDX6 1:1000 (A300-460A-T), GAPDH 1:1000 (SC 25778), ACTIN 1:1000 (A4700).

### Actinomycin D RT-qPCR

Cells were treated with 5 ug/ml Actinomycin D (Fisher Scientific). 0, 2, 4, 6, 8, and 12 hr after treatment, RNA was collected in TRIzol (Invitrogen). Reverse transcription was performed with the Maxima first strand synthesis kit (Thermo Scientific). qPCR was then performed with the SensiFAST SYBR Hi-ROX kit (Bioline) on an ABI 7900HT 384-well PCR machine. Each sample was normalized to 18S rRNA and its 0 hr time point.

### Cell count

50,000 cells were plated in multiple wells of a six well on day 0. On days 1, 2, and 3, cells were trypsinized and counted with a TC20 (Bio-rad). Day 2 and day 3 counts were normalized to the day 1 count.

### Imaging

Cells were fixed with 4% PFA 10 min at room temperature. Cells were blocked with 2% BSA and 1% goat serum in PBST. Cells were incubated with primary antibody for 1 hr at room temperature (Dcp1 abcam (ab47811) antibody 1:800 or DDX6 A300-460A) antibody 1:250). Cells were incubated with goat 488 secondary for 1 hr at room temperature. Cells were then imaged on a Leica inverted fluorescence microscope.

### Generation of *Ddx6* KO ESCs

*Ddx6* KO lines were generated using the protocol from (Ran et al., 2013). A guide RNA (CATGTGGTGATCGCTACCCC) was cloned into PX458, transfected into ESCs using Fugene 6, and then GFP-positive cells were sorted at clonal density. Clones were genotyped with the following primers (Fwd: CATTGCCCAGATTGAAGACA and Rvs: TCCTGACTGGCCTGAAACTT) and verified by western blot. Two different knockout clones were picked and used for all subsequent analysis.

### Species-specific tRNA adaptation index calculation

For each gene, the CDS region from the Gencode M14 annotation was used. Species-specific tRNA adaptation index (sTAI) values for each gene were calculated with stAIcalc (Sabi et al., 2017).

### Calculation of codon usage

For each gene, the APPRIS principle isoform was used to calculate codon usage frequency. To analyze differences in codon usage between stable and unstable genes, codon usage frequency was calculated for genes in the top 20% (stable) and bottom 20% (unstable) in terms of wild-type mRNA stability. For codon usage frequency for mRNA stability changes in *Ddx6* KO cells, we first filtered for genes in the bottom 20% of wild-type stability as defined above. Within those genes, we took the top 20% (top) and bottom 20% (bottom) of mRNA stability changes in *Ddx6* KO ESCs and calculated codon usage frequency within each group. Significant differences in codon frequency were calculated using the Mann–Whitney test followed by Bonferroni correction. For the comparison between codon usage frequency in wild-type versus *Ddx6* KO, we took the median codon usage frequency in stable - the median codon usage frequency in unstable for each codon and compared it to the *Ddx6* KO median codon usage frequency in the bottom group - median codon usage frequency in the top group, using groups as defined above.

### Analysis software

For all samples, adapters were trimmed with Cutadapt version 1.14 (Martin, 2011) with the following options: -m 20 -a ‘A{18}’ -a ‘T{18}’ -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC. Reads were mapped with STAR version 2.5.3a (Dobin et al., 2013) to the mm10/Gencode M14 genome with the following settings: --outFilterMultimapNmax 1 --outFilterMismatchNoverReadLmax 0.05 --seedSearchStartLmax 25 --winAnchorMultimapNmax 100. Reads were counted with featureCounts version 1.5.3 (Liao et al., 2014) using the Gencode M14 annotation with rRNA annotations removed with the following settings: -s. Differential expression was carried out with limma version 3.32.10 (Ritchie et al., 2015) and R version 3.4.2. Genes with a low number of reads were filtered out: a gene must have at least three counts per million across at least three replicates to be included for differential expression. For samples with multiple comparisons, a linear model was used for each condition in limma taking into account assay type (e.g. 4sU versus total RNA) and cell type (e.g. KO versus wild-type); significant changes in stability or translation are based on the interaction term. All downstream analyses were performed in R version 3.4.2 and plotted with ggplot2 version 2.2.1.

### Polysome profiling analysis

RNA-Seq from the monosome, low polysome (2–4 ribosomes), and high polysome (4 + ribosomes were collected) fractions was mapped as above. Translation level was defined as the ratio of the high polysome counts divided by the monosome counts. For KO versus wild-type analysis, a linear model was used for each condition in limma and significant changes in translation are based on the interaction term.

### 4sU-Seq analysis

By measuring transcription rate and steady state mRNA levels, it is possible to infer the relative degradation rate (Rabani et al., 2011). It is assumed that across the population of cells there is no change in mRNA levels over time for a given state. Therefore, changes mRNA levels can be modeled by their production rate α and degradation rate β.

dmRNA/dt=α-β[mRNA]≈0

Solving for this equation, degradation rates can be calculated using a production rate (in this case nascent RNA transcription as measured by 4sU incorporation) and the concentration of total mRNA in the cell (as measured by total RNA-Seq).

α/[mRNA]≈β

For KO versus wild-type analysis, a linear model was used for each condition in limma and significant changes in stability are based on the interaction term.

### Analysis of features regulating RNA stability

For each gene with multiple isoforms, the APPRIS principle isoform was used. APPRIS data were downloaded on 10/30/2017. Log10(feature lengths), GC %, and log10(number of exons) were calculated in R version 3.4.2. Upstream open-reading frames were defined as the number of ATG sequences in the 5’ UTR. AU-rich elements were defined as the number of UAUUUAU sequences in the 3’ UTR. miRNA sites were defined as below. Each of these features and mRNA stability were used in a multiple linear regression using the lm function in R version 3.4.2. Additionally, the Spearman correlation was calculated between each feature and mRNA stability.

### microRNA targets

Conserved microRNA targets were downloaded from Targetscan mouse release 7.1. This list was filtered for genes that are targeted by the miR-291–3 p/294–3 p/295–3 p/302–3 p family yielding 765 target genes.

### 3’ UTR analysis

For each gene, the APPRIS principle isoform was used to calculate log10 (3’ UTR length). Log10(3’ UTR length) was then compared to log2 relative mRNA stability.

### 3’ UTR reporters

Endogenous 3’ UTRs from the following genes were amplified from ESC cDNA: ENSMUSG00000021583, ENSMUSG00000029580, ENSMUSG00000043716, ENSMUSG00000010342, ENSMUSG00000021665, ENSMUSG00000024406, ENSMUSG00000052911, ENSMUSG00000058056, ENSMUSG00000020105, ENSMUSG00000026003, ENSMUSG00000020038, ENSMUSG00000025521, ENSMUSG00000031503. Genes were cloned into the pBUTR (piggyBac-based 3′ UnTranslated Region reporter) using gateway cloning as outlined in Chaudhury et al. (2014). Reporters were transfected into ESCs using Fugene 6 (Promega). Cells were treated with Genenticin to enrich for transfected cells. Cells were analyzed on an LSRII (BD). RFP+/GFP+ cells were gated in FlowJo and median RFP/GFP ratios were calculated. RFP/GFP ratios were standardized between days to accounts for differences in laser power.

### Primers

**Table:** 

Gene	Forward	Reverse
Gapdh	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA
Nanog	AACCAAAGGATGAAGTGCAAGCGG	TCCAAGTTGGGTTGGTCCAAGTCT
Zfp42	CTCCTGCACACAGAAGAAAGC	CACTGATCCGCAAACACC
Fgf5	CCTTGCGACCCAGGAGCTTA	CCGTCTGTGGTTTCTGTTGAGG
Otx2	CAACTTGCCAGAATCCAGGG	GGCCTCACTTTGTTCTGACC
Bak	gctgacatgtttgctgatgg	gatcagctcgggcactttag
Ddx6 qPCR	ACTATACTCCGCTACTTTCCCTC	TGGCGCTCCGTTACATATG
18S	GTGGAGCGATTTGTCTGGTT	CGCTGAGCCAGTCAGTGTAG
MycN	AGTGTGTCTGTTCCAGCTACTG	TTCATCTTCCTCCTCGTCATCC
Pgap1	AGTACCCCGAGTACCAGAAAAT	TCGAACTTGCTTATAGCTTCCAG
Impact	GTGAAGAAATCGAAGCAATGGC	GGTACTCACTTGGCAACATCA
Cyr61	AACGAGGACTGCAGCAAAAC	TTCTGACTGAGCTCTGCAGATC
Amotl2	AGGGACAATGAGCGATTGCAG	CCTCACGCTTGGAAGAGGT
Ddx6 Genotyping	CATTGCCCAGATTGAAGACA	TCCTGACTGGCCTGAAACTT

## References

[bib1] Arava Y, Wang Y, Storey JD, Liu CL, Brown PO, Herschlag D (2003). Genome-wide analysis of mRNA translation profiles in Saccharomyces cerevisiae. PNAS.

[bib2] Ayache J, Bénard M, Ernoult-Lange M, Minshall N, Standart N, Kress M, Weil D (2015). P-body assembly requires DDX6 repression complexes rather than decay or Ataxin2/2L complexes. Molecular Biology of the Cell.

[bib3] Bazzini AA, Del Viso F, Moreno-Mateos MA, Johnstone TG, Vejnar CE, Qin Y, Yao J, Khokha MK, Giraldez AJ (2016). Codon identity regulates mRNA stability and translation efficiency during the maternal-to-zygotic transition. The EMBO Journal.

[bib4] Bazzini AA, Lee MT, Giraldez AJ (2012). Ribosome profiling shows that miR-430 reduces translation before causing mRNA decay in zebrafish. Science.

[bib5] Beelman CA, Parker R (1994). Differential effects of translational inhibition in Cis and in trans on the decay of the unstable yeast MFA2 mRNA. The Journal of Biological Chemistry.

[bib6] Bensaude O (2011). Inhibiting eukaryotic transcription: Which compound to choose? How to evaluate its activity?. Transcription.

[bib7] Béthune J, Artus-Revel CG, Filipowicz W (2012). Kinetic analysis reveals successive steps leading to miRNA-mediated silencing in mammalian cells. EMBO Reports.

[bib8] Boroviak T, Loos R, Lombard P, Okahara J, Behr R, Sasaki E, Nichols J, Smith A, Bertone P (2015). Lineage-Specific profiling delineates the emergence and progression of naive pluripotency in mammalian embryogenesis. Developmental Cell.

[bib9] Calviello L, Mukherjee N, Wyler E, Zauber H, Hirsekorn A, Selbach M, Landthaler M, Obermayer B, Ohler U (2016). Detecting actively translated open reading frames in ribosome profiling data. Nature Methods.

[bib10] Carroll JS, Munchel SE, Weis K (2011). The DExD/H box ATPase Dhh1 functions in translational repression, mRNA decay, and processing body dynamics. The Journal of Cell Biology.

[bib11] Chan LY, Mugler CF (2017). Non-invasive measurement of mRNA decay reveals translation initiation as the major determinant of mRNA stability. BioRxiv.

[bib12] Chaudhury A, Kongchan N, Gengler JP, Mohanty V, Christiansen AE, Fachini JM, Martin JF, Neilson JR (2014). A piggyBac-based reporter system for scalable in vitro and in vivo analysis of 3' untranslated region-mediated gene regulation. Nucleic Acids Research.

[bib13] Chen AF, Liu AJ, Krishnakumar R, Freimer JW, DeVeale B, Blelloch R (2018). GRHL2-Dependent enhancer switching maintains a pluripotent stem cell transcriptional subnetwork after exit from naive pluripotency. Cell Stem Cell.

[bib14] Chen Y, Boland A, Kuzuoğlu-Öztürk D, Bawankar P, Loh B, Chang CT, Weichenrieder O, Izaurralde E (2014). A DDX6-CNOT1 complex and W-binding pockets in CNOT9 reveal direct links between miRNA target recognition and silencing. Molecular Cell.

[bib15] Cheng J, Maier KC, Avsec Ž, Rus P, Gagneur J (2017). *Cis*-regulatory elements explain most of the mRNA stability variation across genes in yeast. RNA.

[bib16] Chu CY, Rana TM (2006). Translation repression in human cells by microRNA-induced gene silencing requires RCK/p54. PLoS Biology.

[bib17] Coller J, Parker R (2005). General translational repression by activators of mRNA decapping. Cell.

[bib18] Djuranovic S, Nahvi A, Green R (2012). miRNA-mediated gene silencing by translational repression followed by mRNA deadenylation and decay. Science.

[bib19] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[bib20] Dölken L, Ruzsics Z, Rädle B, Friedel CC, Zimmer R, Mages J, Hoffmann R, Dickinson P, Forster T, Ghazal P, Koszinowski UH (2008). High-resolution gene expression profiling for simultaneous kinetic parameter analysis of RNA synthesis and decay. RNA.

[bib21] Eggan K, Akutsu H, Loring J, Jackson-Grusby L, Klemm M, Rideout WM, Yanagimachi R, Jaenisch R (2001). Hybrid vigor, fetal overgrowth, and viability of mice derived by nuclear cloning and tetraploid embryo complementation. PNAS.

[bib22] Eichhorn SW, Guo H, McGeary SE, Rodriguez-Mias RA, Shin C, Baek D, Hsu SH, Ghoshal K, Villén J, Bartel DP (2014). mRNA destabilization is the dominant effect of mammalian microRNAs by the time substantial repression ensues. Molecular Cell.

[bib23] Ernoult-Lange M, Baconnais S, Harper M, Minshall N, Souquere S, Boudier T, Bénard M, Andrey P, Pierron G, Kress M, Standart N, le Cam E, Weil D (2012). Multiple binding of repressed mRNAs by the P-body protein Rck/p54. RNA.

[bib24] Fabian MR, Sonenberg N (2012). The mechanics of miRNA-mediated gene silencing: a look under the hood of miRISC. Nature Structural & Molecular Biology.

[bib25] Gambardella G, Carissimo A, Chen A, Cutillo L, Nowakowski TJ, di Bernardo D, Blelloch R (2017). The impact of microRNAs on transcriptional heterogeneity and gene co-expression across single embryonic stem cells. Nature Communications.

[bib26] Gingold H, Tehler D, Christoffersen NR, Nielsen MM, Asmar F, Kooistra SM, Christophersen NS, Christensen LL, Borre M, Sørensen KD, Andersen LD, Andersen CL, Hulleman E, Wurdinger T, Ralfkiær E, Helin K, Grønbæk K, Ørntoft T, Waszak SM, Dahan O, Pedersen JS, Lund AH, Pilpel Y (2014). A dual program for translation regulation in cellular proliferation and differentiation. Cell.

[bib27] Goodarzi H, Nguyen HCB, Zhang S, Dill BD, Molina H, Tavazoie SF (2016). Modulated expression of specific tRNAs drives gene expression and Cancer progression. Cell.

[bib28] Greve TS, Judson RL, Blelloch R (2013). microRNA control of mouse and human pluripotent stem cell behavior. Annual Review of Cell and Developmental Biology.

[bib29] Guo H, Ingolia NT, Weissman JS, Bartel DP (2010). Mammalian microRNAs predominantly act to decrease target mRNA levels. Nature.

[bib30] Hasan A, Cotobal C, Duncan CD, Mata J (2014). Systematic analysis of the role of RNA-binding proteins in the regulation of RNA stability. PLoS Genetics.

[bib31] Heyer EE, Moore MJ (2016). Redefining the translational status of 80S monosomes. Cell.

[bib32] Houbaviy HB, Murray MF, Sharp PA (2003). Embryonic stem cell-specific MicroRNAs. Developmental Cell.

[bib33] Hubstenberger A, Courel M, Bénard M, Souquere S, Ernoult-Lange M, Chouaib R, Yi Z, Morlot JB, Munier A, Fradet M, Daunesse M, Bertrand E, Pierron G, Mozziconacci J, Kress M, Weil D (2017). P-Body purification reveals the condensation of repressed mRNA regulons. Molecular Cell.

[bib34] Huch S, Nissan T (2014). Interrelations between translation and general mRNA degradation in yeast. Wiley Interdisciplinary Reviews: RNA.

[bib35] Ingolia NT, Lareau LF, Weissman JS (2011). Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell.

[bib36] Ivanova N, Dobrin R, Lu R, Kotenko I, Levorse J, DeCoste C, Schafer X, Lun Y, Lemischka IR (2006). Dissecting self-renewal in stem cells with RNA interference. Nature.

[bib37] Iwakawa HO, Tomari Y (2015). The Functions of MicroRNAs: mRNA Decay and Translational Repression. Trends in Cell Biology.

[bib38] Jonas S, Izaurralde E (2015). Towards a molecular understanding of microRNA-mediated gene silencing. Nature Reviews Genetics.

[bib39] Kamenska A, Lu WT, Kubacka D, Broomhead H, Minshall N, Bushell M, Standart N (2014). Human 4E-T represses translation of bound mRNAs and enhances microRNA-mediated silencing. Nucleic Acids Research.

[bib40] Kamenska A, Simpson C, Vindry C, Broomhead H, Bénard M, Ernoult-Lange M, Lee BP, Harries LW, Weil D, Standart N (2016). The DDX6-4E-T interaction mediates translational repression and P-body assembly. Nucleic Acids Research.

[bib41] Krishnakumar R, Chen AF, Pantovich MG, Danial M, Parchem RJ, Labosky PA, Blelloch R (2016). FOXD3 regulates pluripotent stem cell potential by simultaneously initiating and repressing enhancer activity. Cell Stem Cell.

[bib42] Kuzuoğlu-Öztürk D, Bhandari D, Huntzinger E, Fauser M, Helms S, Izaurralde E (2016). miRISC and the CCR4-NOT complex silence mRNA targets independently of 43S ribosomal scanning. The EMBO Journal.

[bib43] Liao Y, Smyth GK, Shi W (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics.

[bib44] Liu Y, Beyer A, Aebersold R (2016). On the dependency of cellular protein levels on mRNA abundance. Cell.

[bib45] Lu R, Markowetz F, Unwin RD, Leek JT, Airoldi EM, MacArthur BD, Lachmann A, Rozov R, Ma'ayan A, Boyer LA, Troyanskaya OG, Whetton AD, Lemischka IR (2009). Systems-level dynamic analyses of fate change in murine embryonic stem cells. Nature.

[bib46] Lugowski A, Nicholson B, Rissland OS (2018). Determining mRNA half-lives on a transcriptome-wide scale. Methods.

[bib47] Marson A, Levine SS, Cole MF, Frampton GM, Brambrink T, Johnstone S, Guenther MG, Johnston WK, Wernig M, Newman J, Calabrese JM, Dennis LM, Volkert TL, Gupta S, Love J, Hannett N, Sharp PA, Bartel DP, Jaenisch R, Young RA (2008). Connecting microRNA genes to the core transcriptional regulatory circuitry of embryonic stem cells. Cell.

[bib48] Martin M (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet.journal.

[bib49] Mathys H, Basquin J, Ozgur S, Czarnocki-Cieciura M, Bonneau F, Aartse A, Dziembowski A, Nowotny M, Conti E, Filipowicz W (2014). Structural and biochemical insights to the role of the CCR4-NOT complex and DDX6 ATPase in microRNA repression. Molecular Cell.

[bib50] Melton C, Judson RL, Blelloch R (2010). Opposing microRNA families regulate self-renewal in mouse embryonic stem cells. Nature.

[bib51] Minshall N, Kress M, Weil D, Standart N (2009). Role of p54 RNA helicase activity and its C-terminal domain in translational repression, P-body localization and assembly. Molecular Biology of the Cell.

[bib52] Mishima Y, Tomari Y (2016). Codon usage and 3' UTR length determine maternal mRNA stability in zebrafish. Molecular Cell.

[bib53] Nissan T, Rajyaguru P, She M, Song H, Parker R (2010). Decapping activators in Saccharomyces cerevisiae act by multiple mechanisms. Molecular Cell.

[bib54] Ozgur S, Basquin J, Kamenska A, Filipowicz W, Standart N, Conti E (2015). Structure of a human 4E-T/DDX6/CNOT1 complex reveals the different interplay of DDX6-Binding proteins with the CCR4-NOT complex. Cell Reports.

[bib55] Parchem RJ, Ye J, Judson RL, LaRussa MF, Krishnakumar R, Blelloch A, Oldham MC, Blelloch R (2014). Two miRNA clusters reveal alternative paths in late-stage reprogramming. Cell Stem Cell.

[bib56] Parker R (2012). RNA degradation in Saccharomyces cerevisae. Genetics.

[bib57] Pelechano V, Wei W, Steinmetz LM (2015). Widespread Co-translational RNA decay reveals ribosome dynamics. Cell.

[bib58] Presnyak V, Alhusaini N, Chen YH, Martin S, Morris N, Kline N, Olson S, Weinberg D, Baker KE, Graveley BR, Coller J (2015). Codon optimality is a major determinant of mRNA stability. Cell.

[bib59] Presnyak V, Coller J (2013). The DHH1/RCKp54 family of helicases: an ancient family of proteins that promote translational silencing. Biochimica et Biophysica Acta (BBA) - Gene Regulatory Mechanisms.

[bib60] Rabani M, Levin JZ, Fan L, Adiconis X, Raychowdhury R, Garber M, Gnirke A, Nusbaum C, Hacohen N, Friedman N, Amit I, Regev A (2011). Metabolic labeling of RNA uncovers principles of RNA production and degradation dynamics in mammalian cells. Nature Biotechnology.

[bib61] Radhakrishnan A, Chen YH, Martin S, Alhusaini N, Green R, Coller J (2016). The DEAD-Box protein Dhh1p couples mRNA decay and translation by monitoring Codon optimality. Cell.

[bib62] Radhakrishnan A, Green R (2016). Connections underlying translation and mRNA stability. Journal of Molecular Biology.

[bib63] Ran FA, Hsu PD, Wright J, Agarwala V, Scott DA, Zhang F (2013). Genome engineering using the CRISPR-Cas9 system. Nature Protocols.

[bib64] Rädle B, Rutkowski AJ, Ruzsics Z, Friedel CC, Koszinowski UH, Dölken L (2013). Metabolic labeling of newly transcribed RNA for high resolution gene expression profiling of RNA synthesis, processing and decay in cell culture. Journal of Visualized Experiments.

[bib65] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Research.

[bib66] Rouya C, Siddiqui N, Morita M, Duchaine TF, Fabian MR, Sonenberg N (2014). Human DDX6 effects miRNA-mediated gene silencing via direct binding to CNOT1. RNA.

[bib67] Roy B, Jacobson A (2013). The intimate relationships of mRNA decay and translation. Trends in Genetics.

[bib68] Sabi R, Tuller T (2014). Modelling the efficiency of codon-tRNA interactions based on codon usage bias. DNA Research.

[bib69] Sabi R, Volvovitch Daniel R, Tuller T (2017). stAIcalc: tRNA adaptation index calculator based on species-specific weights. Bioinformatics.

[bib70] Schwanhäusser B, Busse D, Li N, Dittmar G, Schuchhardt J, Wolf J, Chen W, Selbach M (2011). Global quantification of mammalian gene expression control. Nature.

[bib71] Schwartz DC, Parker R (1999). Mutations in translation initiation factors lead to increased rates of deadenylation and decapping of mRNAs in Saccharomyces cerevisiae. Molecular and Cellular Biology.

[bib72] Sharova LV, Sharov AA, Nedorezov T, Piao Y, Shaik N, Ko MS (2009). Database for mRNA half-life of 19 977 genes obtained by DNA microarray analysis of pluripotent and differentiating mouse embryonic stem cells. DNA Research.

[bib73] Shoemaker CJ, Green R (2012). Translation drives mRNA quality control. Nature Structural & Molecular Biology.

[bib74] Sweet T, Kovalak C, Coller J (2012). The DEAD-box protein Dhh1 promotes decapping by slowing ribosome movement. PLoS Biology.

[bib75] Tritschler F, Braun JE, Eulalio A, Truffault V, Izaurralde E, Weichenrieder O (2009). Structural basis for the mutually exclusive anchoring of P body components EDC3 and Tral to the DEAD box protein DDX6/Me31B. Molecular Cell.

[bib76] Wang Y, Baskerville S, Shenoy A, Babiarz JE, Baehner L, Blelloch R (2008). Embryonic stem cell-specific microRNAs regulate the G1-S transition and promote rapid proliferation. Nature Genetics.

[bib77] Wang Y, Medvid R, Melton C, Jaenisch R, Blelloch R (2007). DGCR8 is essential for microRNA biogenesis and silencing of embryonic stem cell self-renewal. Nature Genetics.

[bib78] Windhager L, Bonfert T, Burger K, Ruzsics Z, Krebs S, Kaufmann S, Malterer G, L'Hernault A, Schilhabel M, Schreiber S, Rosenstiel P, Zimmer R, Eick D, Friedel CC, Dölken L (2012). Ultrashort and progressive 4sU-tagging reveals key characteristics of RNA processing at nucleotide resolution. Genome Research.

[bib79] Wu X, Brewer G (2012). The regulation of mRNA stability in mammalian cells: 2.0. Gene.

How the deposited data were processed for this re-analysis (not part of the article)

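The deposited data cover nascent RNA labelled with 4sU and total RNA from 7 cultures of mouse ESCs: 3 wild type, 2 of *Ddx6* KO clone 1 and 2 of *Ddx6* KO clone 2. The authors trimmed reads with Cutadapt, mapped them with STAR to mm10 keeping uniquely mapped reads, and counted them per gene with featureCounts on a Gencode M14 annotation without rRNA genes. The deposited values are raw counts, without normalization, of reads in the single-end run and of read-pair fragments in the re-sequencing run of the 4sU libraries. Gene lengths in bases, which the authors deposited beside the counts, were not used. The table holds 51559 genes. Counts of both runs of a 4sU library were summed, because the methods say that they were merged.

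Genes were kept when they had at least 3 CPM in at least 3 libraries, which left 14518. Of these, 14495 were found in the Gencode M21 annotation of the same genome build, and the other 23 carry no symbol, position or sequence here. Counts were normalized with TMM over all 14 libraries and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust estimation. One model per gene held genotype, assay and their interaction, and p values were adjusted by the Benjamini-Hochberg method within each contrast. Values printed as CPM are counts scaled to the library total, and values given as log2 ratios were scaled by TMM with a pseudocount of 0.5 CPM. Tests across genes or codons were permutation tests with 100000 resamples, whose smallest p is 2e-05, and tests across cultures were exact permutation tests in scipy 1.17.1. With 3 cultures against 4, the smallest two-sided p is 0.0571.

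Library totals ranged from 2441639 to 3570192 counts for 4sU and from 5724179 to 7369651 for total RNA. The single-end run contributed between 1327389 and 2091278 counts to a 4sU library and the re-sequencing run between 1114250 and 1478914. TMM factors lay between 0.925 and 0.942 in wild type and between 1.03 and 1.07 in *Ddx6* KO. Across 10258 genes, the rank correlation between both runs of a 4sU library was 0.954 to 0.961, and in 6 of 7 libraries it was higher than with the re-sequencing run of any other library. The fitting code was tested on simulated data: 200 genes with planted changes among 14518 were all called for stability, with 7 unchanged genes called beside them. The planted changes all exceeded the fold-change threshold and lay only in genes well above the expression filter. Genes called for stability in the real data had a median of 6.34 CPM in wild-type total RNA. The simulation therefore does not give the recovery for weakly expressed genes or for changes near the threshold.

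Seed sites, codon frequencies and transcript features were taken from the principal transcript of each gene in the annotation, with coding parts and UTRs read from the gene models. Stable and unstable genes were the top and bottom 20% of wild-type stability, defined as mean log2 total CPM minus mean log2 4sU CPM. The principal transcript is the APPRIS principal isoform or, without such a tag, that with the longest coding sequence. For gene sets compared between chromosomes and for correlations with wild-type stability, protein-coding genes with at least 3 CPM in every library were used, which gave 9893 genes.

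Genes are named in the text by a rule written before the data were examined: every gene the paper names in connection with these data, and the 3 called genes with the largest rise and the 3 with the largest fall in stability, mRNA and nascent RNA among those whose 4 *Ddx6* KO cultures all lie on the same side of the 3 wild-type cultures. Genes named outside this rule are marked where they appear.

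The tests and the alternatives were also chosen before the data were examined, apart from those named below and in the closing section. Alternatives tried were DESeq2 1.42.0 and limma-voom (limma 3.58.1) in place of edgeR, TMM within each assay, scaling by library size only, no filter beyond 1 count, at least 3 CPM in every library of 1 assay, each sequencing run alone, culture or replicate number as a block, each clone alone, each culture left out in turn, the adjusted p alone, and protein-coding genes only. For seed sites, the site type, the background and the isoform were varied, and for codons the share of genes and the choice of cultures. After the data were seen, fits without chromosome 6 and without mitochondrial genes were added.

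The polysome fractions, the *Dgcr8* KO cells and the first wild-type 4sU experiment are not analysed here. The TargetScan list and the tRNA adaptation index are not used here.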

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

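The tests of chromosome 6 by segment and by mRNA stability, of nascent RNA as the source of the *Ddx6* difference between clones, and of Y-linked and imprinted genes were chosen only after these results were seen. Genes named in this part other than *Ddx6*, *Impact* and *Nanog* were chosen after their values were seen. With 3 wild-type and 4 *Ddx6* KO cultures, exact permutation tests cannot give a two-sided p below 0.0571. Among 25 groups of 4 cultures examined for a single culture far from the others, 0 exceeded Dixon's critical value, where chance gives 1.25.

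Genes on chromosome 6, which the paper does not discuss as a group, were higher in *Ddx6* KO. Relative to all other chromosomes, the median of 442 chromosome 6 genes was shifted by 0.51 on the log2 scale in total RNA, a fold of 1.42, and by 0.54 in nascent RNA, a fold of 1.46. Each shift had a permutation p of 2e-05 across genes, the smallest that these permutations can give. The shift was 0.51 to 0.54 in the 4 *Ddx6* KO cultures and -0.01 to 0.01 in the 3 wild-type cultures in total RNA (exact permutation p = 0.0571, two-sided). Medians of other chromosomes in total RNA lay between -0.07 and 0.13. Of 10000 sets of genes from other chromosomes matched on GC content, length and expression, 0% reached the chromosome 6 median, and the highest had 0.09. All 14 segments of 10 Mb with at least 10 genes were higher, and the lowest had a median of 0.39. The nascent RNA shift differed by 0.0338 between both sequencing runs. The stability of chromosome 6 transcripts shifted by -0.0404 (permutation p = 0.0179), so a change in mRNA stability does not account for the rise. A ratio of 3 copies to 2 corresponds to 0.58 on the log2 scale. An additional copy of chromosome 6 in the cells from which both clones grew may therefore be a candidate explanation. No DNA was analysed here, and a strain variant was not tested. Contamination was not tested on its own, but all 14 segments were higher and all 4 *Ddx6* KO cultures were shifted alike. Other chromosomes stayed between -0.07 and 0.13, which argues against contamination. Chromosome 6 holds 5.06% of tested genes and 110 of the 767 genes called higher in mRNA, or 14.3%. *Nanog* is on chromosome 6, and its mRNA change exceeded the chromosome's median by 0.18. This placed it at the percentile 69.0 among chromosome 6 genes, so its rise does not stand out from theirs.

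The clones differed in *Ddx6* itself. *Ddx6* mRNA was lower in clone 2 than in clone 1, with a log2 fold change of -1.49 (SE 0.11, adjusted p = 9.7e-16 from edgeR), and its mRNA stability had a difference of -0.93 (SE 0.15, adjusted p = 0.000554). In nascent RNA the difference was -0.56 (SE 0.09, adjusted p = 9.8e-05), which is 0.377 of that in mRNA. Nascent RNA therefore accounts for only a part of the mRNA difference. The nascent difference varied by 0.0750 between both sequencing runs. Effects of the alleles cannot be told apart from other differences between the clones. A stronger decay of the clone 2 transcript may be a hypothesis, and neither allele was examined in the reads.

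Beyond *Ddx6*, the clones differed in few genes. Between the clones, 12 genes were called for mRNA, of which 11 were lower and 1 was higher in clone 2. For mRNA stability, 0 genes were called, with 585 at an unadjusted p below 0.05. The other genes lower in clone 2 were *Eif2s3y*, *Ddx3y*, *Uty*, *Cdkn1c*, *H19*, *Phlda2*, *Grb10*, *1700013H16Rik*, *Nefl* and *Gm5039*, and *Peg3* was higher by 1.11 on the log2 scale. Of 43 tested genes on a list of 60 imprinted genes, 12 differed in mRNA between clones at the adjusted p alone, with 7 higher and 5 lower in clone 2, *Impact* among the higher. Fisher's exact test of this overlap gave p = 1.2e-21 (two-sided), so chance does not account for it. A difference in imprinting between the clones may be a hypothesis. Allelic expression and DNA methylation were not analysed here.

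*Ddx3y* mRNA, at 110 CPM in clone 1, was at 0.296 CPM in clone 2, where its libraries held 2 counts each, so it was at least 248-fold higher in clone 1. *Eif2s3y* and *Uty*, also on the Y chromosome, were at most at 1 count in total RNA of clone 2. At the clone 1 level, the lowest expected count among the 3 genes was 205, so depth does not account for the absence. The highest level of any of them in a clone 2 library was 1.68% of clone 1, which leaves little room for mixed or swapped cultures. A loss of the Y chromosome in clone 2 may be a hypothesis, without DNA to test it. In wild type, the same genes were at 53.8, 7.08 and 16.3 CPM for *Ddx3y*, *Eif2s3y* and *Uty*. The ratio of wild type to clone 1 was 0.488 for *Ddx3y*, 0.495 for *Uty* and 0.157 for *Eif2s3y*, the highest 3.16 times the lowest. Wild-type cultures that mix cells with and without a Y chromosome would give each gene the same ratio. A mixture may therefore account for *Ddx3y* and *Uty* but not for *Eif2s3y*, unless *Eif2s3y* differs in clone 1 for another reason, which was not tested.

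Histone genes, outside those the paper discusses, were lower in nascent RNA in *Ddx6* KO. The median nascent log2 fold change of 57 histone genes was -1.42, with 57 of 57 lower and 46 called. Their mRNA had a median of -0.55 and their stability 0.88. Across alternatives, the nascent median stayed between -1.47 and -1.22. Other short genes with 1 exon had a nascent median of -0.19, so gene structure does not account for the fall. A list of 20 DNA replication genes stood at the percentile 10.8 of expression-matched lists in nascent RNA, above the limit of 5 set for fewer cells in S phase. The median of this list was -0.21 in nascent RNA and -0.35 in mRNA, where 18 of 20 genes were lower. With scaling by library size only, it was -0.0055 in nascent RNA and -0.20 in mRNA. That scaling moved the nascent median of all genes by 0.21. In nascent RNA the median of the list was lower in all 4 *Ddx6* KO cultures than in all 3 wild-type cultures (exact permutation p = 0.0571, two-sided). The paper also reports slower growth of *Ddx6* KO cells in Figure 3G, and cell-cycle phase was not measured here. A contribution of fewer cells in S phase is therefore not excluded. The nascent shift of histone genes differed by 0.0391 between runs. Reads that map to several histone paralogs were left out by the authors in both genotypes, since uniquely mapped reads were counted.

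Mitochondrial genes, outside those the paper discusses, were also lower in nascent RNA. The median log2 fold change of 7 mitochondrial protein-coding genes was -0.77, with 7 of 7 lower, and it stayed negative with scaling by library size only (-0.56) and with DESeq2 (-0.80). They took 12.2 ± 1.75% (SD, n = 3) of 4sU counts in wild type and 7.94 ± 0.809% (SD, n = 4) in *Ddx6* KO (exact permutation p = 0.0571, two-sided). In total RNA, their share was 0.732% in wild type and 0.661% in *Ddx6* KO. Leaving them out before scaling moved the median nascent change of all other genes by -0.0519, below the 0.1 set for an effect of composition on nascent RNA. The median stability change, for which no limit had been set, moved by 0.15, from -0.09 to 0.05, so the zero point of the stability changes does depend on these genes. Whether labelling, purification or transcription differed was not tested, and no biological explanation was tested.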

How the results depend on the processing

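The counts of called genes depended most on the threshold. With the adjusted p alone, 1784 genes had changed mRNA stability, 7334 changed mRNA and 6031 changed nascent RNA, and the clones differed in the mRNA stability of 1 gene and in the mRNA of 43. Requiring at least 3 CPM in every library of an assay left 801 genes with changed mRNA and 914 with changed nascent RNA. Under every other alternative, the 3 counts stayed within 1.5 times their values. DESeq2 called 155 genes for stability, 135 of them among the 157, and limma-voom called 146, of which 132 were shared. Fewer of the 157 were called with the single-end run only (96), the re-sequenced run only (78), clone 1 only (89) or clone 2 only (85), and 88 to 126 with a culture left out. With each culture left out in turn, 123 to 166 genes were called for stability, 1373 to 1440 for mRNA and 1422 to 1591 for nascent RNA.

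Scaling by library size only moved the median of all genes by 0.16 in mRNA and 0.21 in nascent RNA on the log2 scale. Alternatives chosen after seeing the data called 152 genes for stability without chromosome 6 and 204 without mitochondrial genes, of which 133 were shared with the 157. Leaving out mitochondrial genes moved the median stability change by 0.15, and 171 genes were then called stabilized and 33 destabilized.

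The rank correlation of codon differences changed sign. It was 0.0274 with the top and bottom 10%, 0.273 with all tested genes, 0.0814 with the single-end run only, 0.00243 with clone 2 only, and 0.157 with wild-type culture 1 for stability and cultures 2 and 3 for the change. It was 0.0247 without wild-type culture 1, and ranged from -0.0619 to 0.0378 across the 7 fits that each left out a culture. The count of codons that differ was 4 with the top and bottom 10% and 17 with separate wild-type cultures. It was 46 with all tested genes, 38 with clone 1 only, and 27 to 36 with a culture left out. Groups drawn from all tested genes may partly repeat the stable and unstable groups, because stability changes fell with wild-type stability. The cause was not tested.

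The change of *Sox2* mRNA became positive with TMM within each assay (0.0450), library size only (0.11), no filter beyond 1 count (0.0541) and clone 1 only (0.00959), and ranged from -0.0857 to 0.00682 with a culture left out. With TMM within each assay and library size only, the mRNA median of all genes moved by 0.09 and 0.16, as far as *Sox2* did, so its sign there follows the scaling. The nascent change of *Klf4* ranged from -0.00475 to 0.10 with a culture left out. Over 18 alternatives it reached 0.24, and its adjusted p ran from 0.000343 to 0.985. *Sox2* mRNA and nascent *Klf4* RNA also changed sign without the second culture of clone 2. That culture had the lowest *Sox2* mRNA among the *Ddx6* KO cultures, at -0.16 on the log2 scale relative to the wild-type mean. It also had their highest nascent *Klf4* RNA, at 0.175. For the other changes of sign, the cause was not tested. Among 37 results for named genes with 646 alternative values, 608 kept their direction and side of the threshold, 30 were weaker, 2 were stronger and 6 reversed. The mRNA and stability changes of *Ddx6* and the stability shift of seed-site genes kept theirs under each alternative run for them. The nascent change of *Ddx6* stayed negative and under the fold-change threshold, but its adjusted p was 0.0493 with limma-voom and 2.7e-09 with clone 2 only, and up to 0.634 with the others. The count of 0 changed pluripotency markers held wherever the fold-change threshold applied, and 3 to 5 passed the adjusted p alone. Culture as a block could not be fitted to contrasts within an assay. For genes at or under 3 counts in a group, the sizes of the stability changes are poorly determined.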

Differences from the paper's values

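For the stability change of ESCC targets against all mRNAs in *Ddx6* KO cells, the paper gives a Mann–Whitney p in Figure 4B. Read by eye, it is about 0.011. Seed-site genes against other protein-coding genes gave a p of 0.00103 in the same test, which was used beside the permutation test. The sets of genes, their sizes and their backgrounds are unlike those of the paper, so these p values do not compare effect sizes. Of the alternatives set before the data were examined, clone 1 alone (p = 0.0117) and leaving out the second culture of clone 2 (p = 0.0121) came within the paper's value. All other alternatives differed from it, with p from 1.3e-06 to 0.00635: the 7mer, 6mer and repeated 7mer sites, both other backgrounds, any isoform, each sequencing run alone, the stricter filter, limma-voom, clone 2 alone, culture as a block and leaving out any other culture.

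For codons, the paper states that suboptimal ones were not enriched among genes stabilized in *Ddx6* KO cells. Of 14 codons more frequent in unstable genes, 2 were more frequent in the top group for stability change and 4 less frequent.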

Other observations

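In this part, the tests of wild-type stability against its change, of shuffled seed sites and of the wild-type stability of seed-site genes were chosen only after these results were seen, as were the comparisons with the last base of codons and with actinomycin D.

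Of the 35 splits of the 7 cultures into 3 and 4, 1 gave as many genes with changed mRNA stability as the real split, which was the real split itself. The same count of 1 held for mRNA and for nascent RNA. The highest count among the other 34 was 0 for stability, 1 for mRNA and 79 for nascent RNA. Among the 27 splits that part as many same-numbered cultures as the real one, the count was also 1 for each, and the other splits part fewer. Every split but the real one puts wild-type and *Ddx6* KO cultures in the same group, which widens the spread within it. Low counts under those splits were therefore likely in advance and do not estimate the number of false calls.

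Of 1472 genes called for mRNA, 883 were called in the same direction for nascent RNA and 54 for stability. Across 14518 genes, Spearman's rho with the mRNA change was 0.702 for the nascent change and 0.312 for the stability change. Genes are not independent replicates. Among the largest changes in mRNA, *A730082K24Rik*, which is listed at 0 in wild type, was at least 17.04-fold higher, *Irgm1* at least 15.6-fold and *Gpr39* at least 13.6-fold. *Dcdc2a* was at least 12.3-fold lower, *Olfr539* at least 2.22-fold, and *Gtsf1l* had a log2 fold change of -5.15 (SE 0.23, adjusted p = 3.3e-26 from edgeR). In nascent RNA, *A730082K24Rik* was at least 17.3-fold higher, *Fgf2* at least 8.30-fold and *Gm36816*, on chromosome 6, at least 4.79-fold, while *Gtsf1l* was at least 20.98-fold lower, *Dcdc2a* at least 7.16-fold and *Gm33222* at least 7.11-fold.

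Stability changes fell with wild-type stability. Across 9893 genes, rho was -0.483 when all wild-type cultures entered both measures. With wild-type stability from 1 culture and the change from the others, it lay between -0.407 and -0.375, so shared counting noise may explain a part of the relation but not all of it. The weakest rho of wild-type stability with the change in total RNA was -0.127. Carry-over of unlabelled RNA into the *Ddx6* KO 4sU libraries cannot be told apart from a change in stability here. The interquartile range of log2 stability was 1.42 ± 0.00270 (SD, n = 3) in wild type and 1.27 ± 0.02 (SD, n = 4) in *Ddx6* KO, with exact permutation p = 0.0571 (two-sided), the smallest possible. Transcripts with fewer exons had higher stability changes, with a rho of -0.244 for exon number. Given wild-type stability, the partial rho was -0.0537, so the dependence on wild-type stability may account for most of this relation.

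The stability shift of seed-site genes was compared with 3 alternatives. Of 10000 sets matched on expression, 3′ UTR length and GC content, 0.03% had a median at or above that of the seed-site genes. For 254 genes with shuffled sites of the same bases, the difference was -0.00457 (permutation p = 0.846, two-sided). Of 10000 sets matched on wild-type stability, 43.4% reached the median of the seed-site genes, so their low stability in wild type may account for the shift. The paper describes miRNAs as destabilizing their targets, so this match may also remove an effect of miRNAs and cannot exclude one. Wild-type stability also shares the wild-type libraries with the stability change.

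Codons that differed between the top and bottom groups for stability change split by their last base. All 12 that were more frequent in the top group end in G or C, and all 20 that were less frequent end in A or T. Over 61 codons, rho between a G or C at the last base and the difference was 0.831 (permutation p = 2e-05, two-sided, the smallest these permutations can give). The median share of G or C at the last position was 66.0% in the top group and 58.1% in the bottom group. Across 9883 genes, rho between this share and the stability change was 0.157, and the partial rho given wild-type stability was 0.181, so the relation was not weaker at equal wild-type stability. The partial rho given wild-type stability was 0.157 for GC content of the coding sequence and 0.131 for that of the 3′ UTR. It was -0.00417 for GC content of the 5′ UTR and -0.159 for transcript U content. The relation was therefore not confined to the last base of codons. No explanation beyond wild-type stability was tested.

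For 6 genes, the share of mRNA that the paper's supplementary data give for 8 h after actinomycin D rose with the wild-type ratio of total to 4sU RNA in these cultures. Spearman's rho was 0.943 (exact permutation p = 0.0167, two-sided) and Pearson's r was 0.941 (exact permutation p = 0.0139, two-sided). The genes are *Impact*, *Pgap1*, *Esrrb*, *Sall4*, *Amotl2* and *Cyr61*, and they are not independent replicates.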
